# BMP4 drives primed to naïve transition through PGC-like state

**DOI:** 10.1038/s41467-022-30325-4

**Published:** 2022-05-19

**Authors:** Shengyong Yu, Chunhua Zhou, Jiangping He, Zhaokai Yao, Xingnan Huang, Bowen Rong, Hong Zhu, Shijie Wang, Shuyan Chen, Xialian Wang, Baomei Cai, Guoqing Zhao, Yuhan Chen, Lizhan Xiao, He Liu, Yue Qin, Jing Guo, Haokaifeng Wu, Zhen Zhang, Man Zhang, Xiaoyang Zhao, Fei Lan, Yixuan Wang, Jiekai Chen, Shangtao Cao, Duanqing Pei, Jing Liu

**Keywords:** Spermatogenesis, Embryonic stem cells, Reprogramming

## Abstract

Multiple pluripotent states have been described in mouse and human stem cells. Here, we apply single-cell RNA-seq to a newly established BMP4 induced mouse primed to naïve transition (BiPNT) system and show that the reset is not a direct reversal of cell fate but goes through a primordial germ cell-like cells (PGCLCs) state. We first show that epiblast stem cells bifurcate into *c-Kit*^+^ naïve and *c-Kit*^−^ trophoblast-like cells, among which, the naïve branch undergoes further transition through a PGCLCs intermediate capable of spermatogenesis in vivo. Mechanistically, we show that DOT1L inhibition permits the transition from primed pluripotency to PGCLCs in part by facilitating the loss of H3K79me2 from *Gata3/6*. In addition, *Prdm1*/*Blimp1* is required for PGCLCs and naïve cells, while *Gata2* inhibits PGC-like state by promoting trophoblast-like fate. Our work not only reveals an alternative route for primed to naïve transition, but also gains insight into germ cell development.

## Abstract (web summary)

Multiple pluripotent states have been described in mouse and human stem cells. Here the authors describe trajectories during BMP4 induced primed to naïve transition, which bifurcates into naïve and trophoblast-like branches with a PGC-like intermediate at the naïve branch.

## Introduction

Pluripotency is defined as the ability to generate all cell types in an individual by a single cell. In mice, it has been well established that two distinct, yet interconvertible, states exist, namely naïve and primed pluripotency represented by ESCs (Embryonic Stem Cells) and EpiSCs (Epiblast Stem Cells)^1–3^. Despite both referred to pluripotency, they differ markedly in morphology, gene expression profile, conditions for maintenance, epigenetic state, chimeric competence, and germline contribution^1^. From an embryological perspective, naïve and primed pluripotency represent the developmental potentials of pre- and post- implantation embryos, respectively^1^. Therefore, a detailed investigation of both states may deepen our understanding of early embryo development.

The interconvertibility between naïve and primed states has been well documented^4–8^. For example, naïve ESCs can be differentiated into primed state closely resembling EpiSCs^9,10^. Likewise, EpiSCs have been converted to the naïve state similar to ESCs^4,5^. Unlike the differentiation of ESCs to the primed state, the reprogramming of EpiSCs towards naïve state has been largely accomplished by over-expressing transcription factors (TFs)^5,11–16^, similar to the iPSCs (Induced Pluripotent Stem Cells) pioneered by Yamanaka and colleagues^17^. Recently, we have established a BMP4 induced primed to naïve transition (BiPNT) system without any exogenous TF expression, and show that a 3-day exposure of EpiSCs in BMP4, DOT1L inhibitor and EZH2 inhibitor followed by a 5-day culture in 2iL can convert the majority (~80%) of the primed cells into chimera-competent naïve colonies^18^. Through RNA-seq and ATAC-seq bulk analyses, we demonstrated that many downstream targets of BMP4, including the previously unrecognized *Zbtb7* family members, are activated through chromatin remodeling events for the resetting of primed to naïve states^18^. Even though it is still unclear if there are intermediates governing the resetting of primed into naïve state by BMP4 or the precise cell dynamics during this resetting process, as distinct molecular routes have been shown to mediate the acquisition of naïve pluripotency with different TFs and signals^19^.

Here we report the cell fate continuum between primed and naïve states generated by BMP4 with intermediate states previously masked in bulk analysis. Specifically, our data reveal a *Prdm1*-dependent PGCLCs intermediate governing BiPNT.

## Results

### Single-cell atlas of BMP4 induced primed to naïve transition

We have established a robust BMP4 induced primed to naïve transition (BiPNT) system^18^, that can convert ~80% EpiSCs to chimera-competent naïve colonies. To map the cell fate continuum, we performed scRNA-seq from cells that are at D0, 1, 2, 3, 5, and 8 (Fig. 1a). Analysis with t-SNE methods yielded well segregated clusters for cells at each day (Fig. 1b), indicating distinct stages of cell fate transition during BiPNT. Indeed, distinct gene expression profiles can be observed from D0 to D8 using representative genes from primed to naïve state (Fig. 1c).

**Fig. 1:**
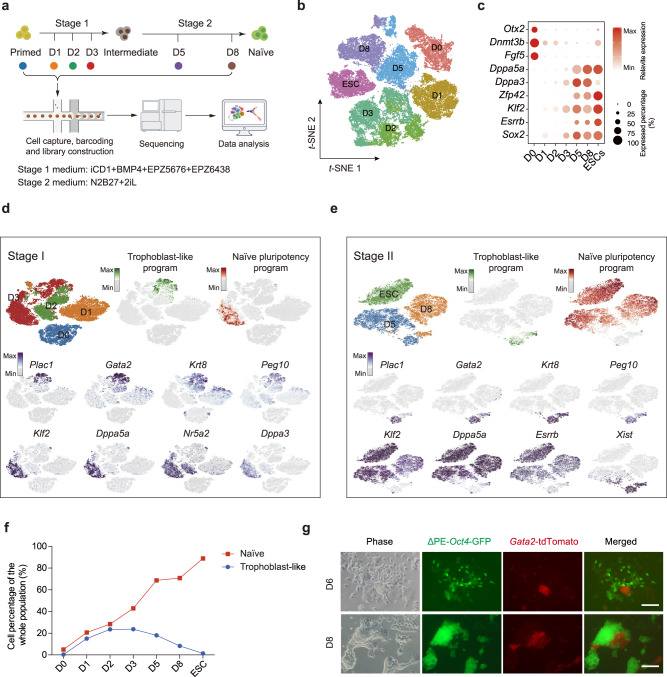
Single-cell analysis for BiPNT. **a** Flow chart for the scRNA-seq analysis of BMP4 induced Primed-Naïve Transition (BiPNT). scRNA-seq experiment was performed with 10x Genomics. **b** t-SNE projection of all 50406 individual cells during the whole BiPNT process. **c** Expression of genes in 2 different categories at the indicated time points. **d** t-SNE projection of cells and typical gene expressions at stage 1. **e** t-SNE projection of cells and typical gene expressions at stage 2. **f** Percentages of naïve cells and trophoblast-like cells at different time points. **g** Representative images of ΔPE-*Oct4*-GFP/*Gata2*-tdTomato EpiSC induced BiPNT at D6 and D8. Scale bars, 100 μm. The experiments were repeated independently three times with similar results.

To further identify the cell populations at two stages, we analyzed single cells from D0–3 at stage 1 in detail and identified that many cells emerged at D3 have naïve pluripotency program genes (Fig. 1d). Among those genes, *Klf2*, *Dppa5a*, and *Dppa3* are almost exclusively expressed in D3 cluster (Fig. 1d, lower panels). Interestingly, we also found cells in D3 expressing some trophoblast marker genes, such as *Plac1*, *Gata2*, *Krt8*, and *Peg10* (Fig. 1d, middle panels). These results suggest that EpiSCs undergo fate transitions towards trophoblast-like and naïve-like pluripotency cells at stage 1.

2iL is a well-known condition for maintaining naïve pluripotent state^20^. When the BMP4-treated cells were switched to 2iL condition, it is expected that they can be further matured into naïve pluripotency. Indeed, scRNA-seq confirms naïve pluripotent cells between D5 and D8 (Fig. 1e), suggesting that 2iL has further reprogrammed the cells in D3 into naïve state. We can also observe minor populations in both D5 and D8 cultures as trophoblast-like (Fig. 1e).

We then plotted the cells with naïve- and trophoblast-like programs to show that BMP4 induces almost equal numbers for each fate up to D2, but the naïve fate continues to increase while the trophoblast-like fate levels off (Fig. 1f). Apparently that 2iL continues to support the increase of the naïve fate as expected while the trophoblast-like ones begin to diminish at D5 (Fig. 1f). Thus, we can conclude that two primary fates emerge in BMP4-treated EpiSCs and 2iL favors the naïve fate while partially suppressing the trophoblast-like program (Fig. 1f). *Gata2*, which is highly expressed in trophoblast but not in naïve pluripotent stem cells, plays an important role in trophoblast development^21,22^. To further trace the generation of these two cell fates in vitro, EpiSC cell line carrying both ΔPE-*Pou5f1* (also known as *Oct4*) -GFP^23^/*Gata2*-tdTomato reporters was constructed and then undergoes BiPNT (Supplementary Fig. 1a). Results from both fluorescence microscope in situ (Fig. 1g) and FACS (Supplementary Fig. 1b) show that, the naïve signal (ΔPE-*Oct4*-GFP) and trophoblast signal (*Gata2*-tdTomato) are incompatible and mutually exclusive to each other, confirming two discrete cell types at the end of BiPNT.

We further analyzed the identity of those trophoblast-like cells by comparing the gene expression profiles of D5/D8 trophoblast-like cells to the published reference dataset^24^, and show by Sankey plot that the majority (87.53%) of D5/D8 trophoblast-like cells can be classified into ExE (extra-embryonic) ectoderm, while 7.97% cells are difficult to be classified (5.14%, Rejected; 2.83%, Ambiguous), with very few cells can be classified as ExE endoderm, ExE mesoderm, or other cell types (Supplementary Fig. 1c). Noteworthily, the amnion markers such as *Isl1* and *Igfbp3* are exclusively expressed in those D5/D8 *Elf5* positive trophoblast-like cells (Supplementary Fig. 1d), which can distinguish them from the amnion cells.

### *c-Kit* marks the naïve branch

To further resolve the apparent naïve versus trophoblast-like fate choices in D2 and D3, we re-analyzed the scRNA-seq data with Harmony^25^, a program designed to resolve branches or trajectories along cell fate continuum. Harmony resolves the cells into two main branches, the trophoblast branch (TB) and naïve branch (NB) as expected (Fig. 2a, b). While the TB is enriched with imprinted genes such as *Igf2*, *Peg10*, *H19* and trophoblast genes *Gata2*, *Tead3*, the NB expresses *Dppa5a*, *Klf2*, and *Nanog*, mostly naïve-related genes (Fig. 2b). Consistent with the naïve- and trophoblast-dichotomy, the TB is enriched with genes from trophoblast-like fate while the NB with those from the naïve-like fate (Fig. 2c).

**Fig. 2:**
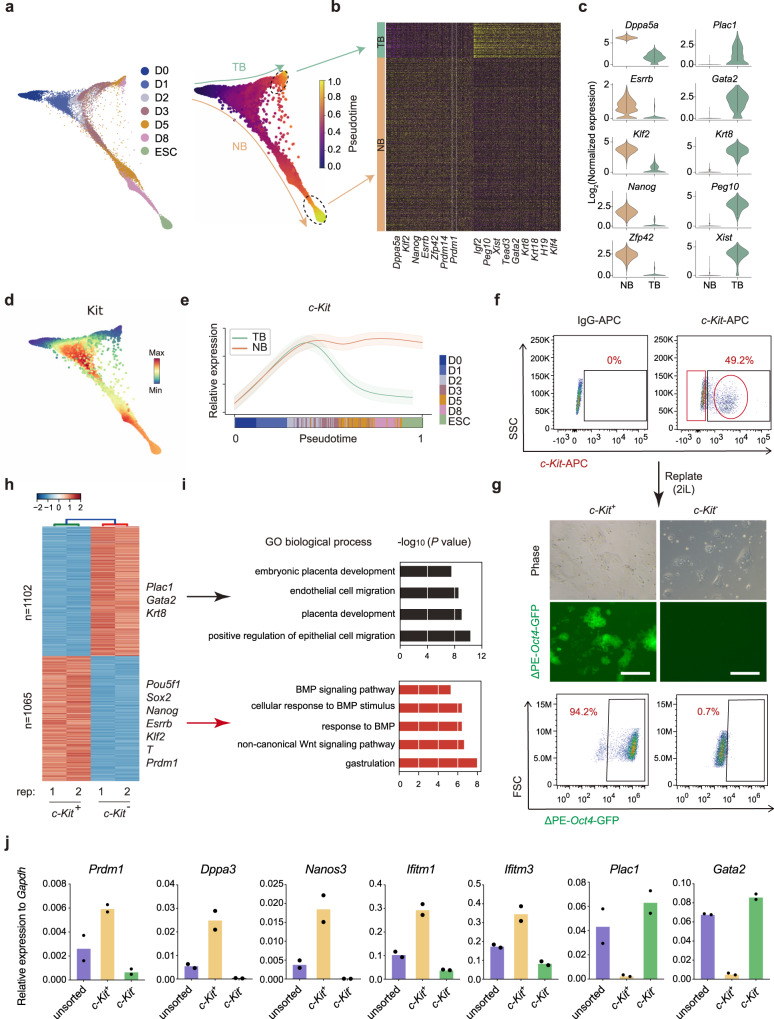
c-Kit is a key marker for successful BiPNT. **a** Trajectory reconstruction of all single cells throughout BiPNT, colored by indicated time points. **b** The bifurcating branches were defined as NB (naïve branch) and TB (trophoblast branch) separately. Circles indicate cells at the terminus of the NB and TB, respectively (left). Identification of the differentially expressed genes between NB and TB (right). **c** Violin plot displaying the expression of representative naïve pluripotency genes and trophoblast genes in indicated cell types. **d** Plots showing the expression patterns of cell surface marker *c-Kit* in NB and TB. **e** Expression trends of *c-Kit* along pseudotime during NB and TB specification. **f** *c-Kit* positive and negative cells were separated at Day 3 of BiPNT. **g** Images of ΔPE-*Oct4*-GFP colonies (upper panel) and FCAS result (lower panel) for *c-Kit* positive and negative cells sorted in **f** and replated in stage 2 medium (2iL) for another 5 days. Scale bars, 250 μm. The experiments were performed twice with similar results. **h** Heatmap showing gene expression differences between *c-Kit* positive and negative cell samples by RNA-seq. Representative genes are shown on the right. **i** Gene ontology (GO) analysis for differentially expressed genes in **h**. **j** Expression of PGC and trophoblast markers measured by RT-qPCR in Day 3 cells of BiPNT (unsorted, sorted *c-Kit* positive and negative cells). Data are mean ± s.d., *n* = 2 independent experiments. Source data are provided as a Source Data file.

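Replicates differed by more than the sampling noise of their counts. The chi-square statistic over its degrees of freedom, which is near 1 for a library counted again, was 2.04 between the *c-Kit*+ libraries and 4.46 between the *c-Kit*- libraries, over genes with at least 20 counts in a pair. Across genes with TPM over 1 in either library, Pearson's r of log2(TPM + 1) was 0.937 between the *c-Kit*+ libraries and 0.935 between the *c-Kit*- libraries. More than a 2-fold difference separated the *c-Kit*+ libraries at 2491 of 14743 genes and the *c-Kit*- libraries at 2683 of 14758 genes. By edgeR's log2 fold change, the 5 largest increases in *c-Kit*+ cells among genes with a mean TPM of at least 5 were those of *Cyp2b23*, *Tdh*, *Nr5a2*, *Gdf3* and *Mup6*. That order puts genes without a count in a population first, and on lower bounds or measured folds other genes can differ more. None of them had a count in either *c-Kit*- library, and they were at least 51.9-fold, 49.6-fold, 44.1-fold, 31.9-fold and 25.8-fold higher in *c-Kit*+ cells. By the same order, *Igfbp6*, *Cyp21a1*, *Wnt10b*, *Fam151a* and *Adap1* had the 5 largest decreases, with no count in either *c-Kit*+ library. They were at least 16.3-fold, 14.3-fold, 11.7-fold, 8.9-fold and 8.0-fold lower in *c-Kit*+ cells. *Fam151a* shares 65.7% of its transcript with *Acot11*, and *Cyp21a1* 9.8% with *Cyp21a2-ps*, so their values are uncertain.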

We then searched for cell surface markers that may distinguish the NB from the TB. Among a group of cell surface markers (Supplementary Fig. 2a), we found that *Kit* (also known as *c-Kit*) is a good candidate (Fig. 2d). *c-Kit* begins to be expressed at D1 and persists in the NB significantly (Fig. 2d). When plotted along the pseudotime, it becomes very clear that *c-Kit* begins to diverge at early phase of PNT that the NB maintains its expression while the TB diminishes (Fig. 2e), suggesting that *c-Kit* may help mark the NB. To test this idea, we sorted D3 cells with *c-Kit*-APC and show that ~50% of D3 cells are *c-Kit* positive (*c-Kit* ^+^) (Fig. 2f). By replating the sorted *c-Kit*^+^ and *c-Kit*^−^ cells separately and culturing them in 2iL, we show that almost all (94.2%) of *c-Kit*^+^ cells become GFP positive compared to 0.7% for *c-Kit*^−^ cells (Fig. 2g).

We further performed RNA-seq to investigate the difference between Day 3 *c-Kit*^+^ and *c-Kit*^−^ population (Fig. 2h), and show that 1102 genes are highly expressed in *c-Kit*^–^ cells, including the trophoblast markers *Plac1*, *Gata2*, and *Krt8*, while 1065 genes are specifically expressed in *c-Kit*^+^ cells including pluripotency genes *Pou5f1*, *Sox2*, *Nanog*, *Esrrb*, *Klf2*, and more interestingly, *T* and *Prdm1* (also known as *Blimp1*) (Fig. 2h). 

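EpiSCs are cultured cells in the primed pluripotent state, and *c-Kit*, the receptor encoded by *Kit*, was the cell surface marker of the sort. RNA of Day 3 *c-Kit*+ and *c-Kit*- cells was sequenced in 2 libraries of each population. The authors aligned the reads to a transcriptome with Bowtie2 and counted them per gene with RSEM, which divides a read that matches several transcripts among them. They deposited the expected counts of each library, not normalized between libraries, and the TPM that RSEM computes from them, an abundance corrected for transcript length and library size. The *c-Kit*+ libraries hold 1726038 and 1841442 expected counts, and the *c-Kit*- libraries hold 1826460 and 1798944. The files list mitochondrial genes too, which took between 2.07% and 4.09% of the counts. The paper normalized the counts with EDASeq and tested them with DESeq2, and the files hold the counts before both steps. For the values given here, the expected counts were rounded to whole numbers, and genes with low counts were removed with edgeR's filterByExpr, which kept 11018 genes. The counts were scaled with TMM factors (trimmed mean of M-values), between 0.984 and 1.02, and the populations were compared with edgeR's quasi-likelihood test. Genes were called at the threshold in the paper's methods, a P-value under 0.05 with a fold change over 2. The methods do not say whether that P-value is adjusted. It was taken here as unadjusted, and the numbers after Benjamini-Hochberg adjustment, with and without the fold change, are given beside it. A gene with at most 3 counts in every library of a population was taken as at the floor, and its difference is given as a lower bound. In these libraries, 3 counts make between 1.63 and 1.74 CPM (counts scaled to library size). Such floors cover counting error only.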

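Among the 11018 genes tested, 1498 were higher in *c-Kit*- cells and 1195 were higher in *c-Kit*+ cells at the paper's threshold. With an adjusted p-value under 0.05 and the same fold change, 1418 were higher in *c-Kit*- cells and 1100 in *c-Kit*+ cells. At any fold change, 4574 genes had an adjusted p-value under 0.05. The numbers of called genes moved most with at least 10 counts required in every library, which left 9385 genes. Of these, 998 were called higher in *c-Kit*- cells and 710 in *c-Kit*+ cells. The adjusted number at any fold change moved most with DESeq2, to 2755. The labels number the libraries 1 and 2 in both populations, and the paper does not call them pairs. Over the 5430 genes with expression above the median, the deviations of same-numbered libraries from their population means had a correlation of 0.107 across genes, which are not independent replicates. With the replicate number as a block in the same test, 1487 genes were higher in *c-Kit*- cells, 1206 were higher in *c-Kit*+ cells, and 4871 had an adjusted p-value under 0.05. Of the genes called with the block, 1476 and 1172 were also called without it. *Kit* (ENSMUSG00000005672, chromosome 5 of GRCm38, 75574916 to 75656722) had 269 ± 2.83 normalized CPM (SD, n = 2) in *c-Kit*+ cells and 6.88 ± 2.86 (SD, n = 2) in *c-Kit*- cells. Its log2 fold change was 5.28 (standard error 0.206, adjusted p = 5.82e-07 from edgeR's quasi-likelihood test). The standard errors given here were derived from the F statistic of that test and not estimated separately. They can be too small: DESeq2 gave 0.361 for *Kit*. *Plac1* (ENSMUSG00000061082, chromosome X, 53069995 to 53240111) had 4.92 ± 2.23 CPM (SD, n = 2) in *c-Kit*+ cells and 104 ± 22.3 (SD, n = 2) in *c-Kit*- cells, a log2 fold change of -4.40 (standard error 0.314, edgeR adjusted p = 8.97e-06). The log2 fold changes of *Gata2* and *Krt8* were -3.52 and -2.22 (edgeR adjusted p = 5.82e-07 and 1.76e-06). *Krt8* shares 48.1% of its transcript with the pseudogene *Krt8-ps*, and *Pou5f1* 21.7% with *Gm19553*, so RSEM can have divided reads between them. *Pou5f1* (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772) had 942 ± 43.0 CPM (SD, n = 2) in *c-Kit*+ cells and 46.3 ± 4.85 (SD, n = 2) in *c-Kit*- cells, a log2 fold change of 4.34 (standard error 0.115, edgeR adjusted p = 1.45e-07). *Esrrb* and *Klf2* had log2 fold changes of 3.34 and 1.16 (edgeR adjusted p = 3.74e-05 and 0.000164). *Sox2*, *Nanog* and *T* had at most 3 counts in each *c-Kit*- library and were at least 151-fold, 91.5-fold and 77.8-fold higher in *c-Kit*+ cells. *Prdm1* (ENSMUSG00000038151, chromosome 10, 44437177 to 44528501) had 61.8 ± 18.8 CPM (SD, n = 2) in *c-Kit*+ cells and 2.22 ± 2.37 (SD, n = 2) in *c-Kit*- cells. Its log2 fold change was 4.77 (standard error 0.489, edgeR adjusted p = 7.58e-05). The size depends on the low *c-Kit*- counts, and it ranged from 3.96 to 6.63 with each library left out. All 15 genes that the paper names or measured by RT-qPCR in these populations, *Kit* included, had an edgeR adjusted p-value under 0.05, both over all genes and over these 15 alone. *Kit* was the marker of the sort, and the paper named most of the others from these same libraries. For those genes this is not an independent check.

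**Figure D1:**
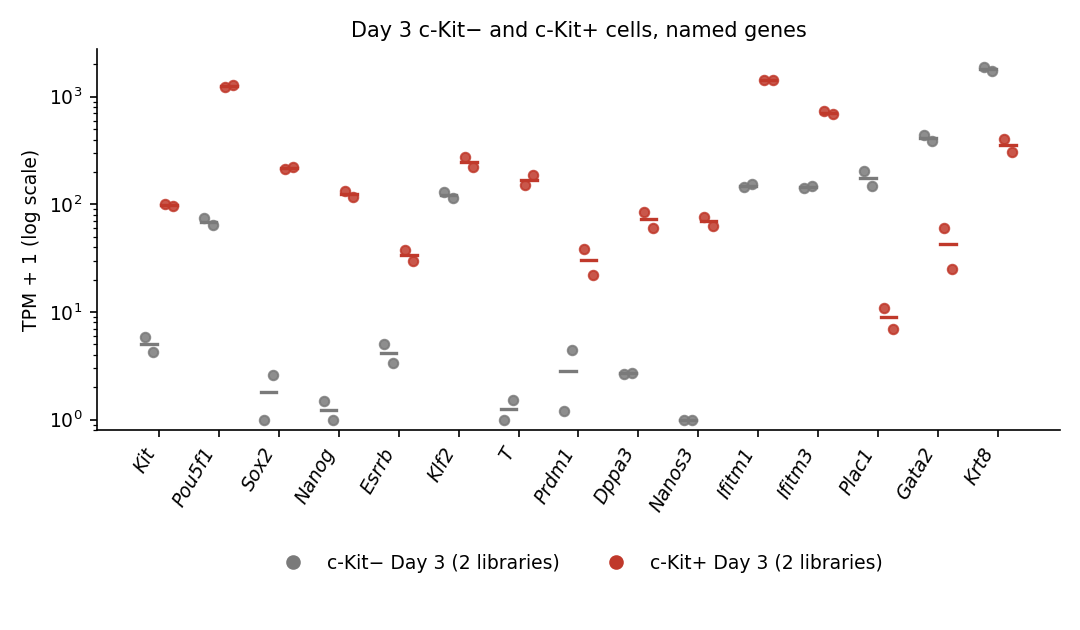
TPM + 1 on a log axis of 15 genes in Day 3 *c-Kit*- cells (gray) and *c-Kit*+ cells (red), with 1 point per library and a bar at the mean. *Plac1*, *Gata2* and *Krt8* lie higher in the *c-Kit*- libraries, and the other genes lie higher in the *c-Kit*+ libraries.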

GO (gene ontology) analysis reveal that programs such as embryonic placenta development, endothelial cell migration, and placenta development are highly enriched in *c-Kit*^−^ cells, while those involved in gastrulation, BMP signaling pathway, non-canonical Wnt signaling pathway are highly enriched in *c-Kit*^+^ cells (Fig. 2i).

Given *c-Kit* and *Prdm1* are well-known primordial germ cell (PGC) markers^26^, we then detected the expression of other PGC markers in Day3 sorted *c-Kit*^+^ cells by RT-qPCR. PGC genes such as *Dppa3* (also known as *Stella*), *Nanos3* and *Ifitm1/3* are also highly expressed in *c-Kit*^+^ cells, while trophoblast genes such as *Plac1* and *Gata2* are highly expressed in *c-Kit*^−^ cells (Fig. 2j). Consistently, we also detected stronger ATAC-seq signaling in loci for PGC genes such as *Nanog*, *Prdm1*, and *Prdm14* in *c-Kit*^+^ cells, as well as for trophoblast genes such as *Plac1*, *Gata2*, and *Elf5* in *c-Kit*^−^ cells (Supplementary Fig. 2b). Together, these results suggest that *c-Kit* marks the naïve branch quite early among BMP4-treated cells.

### Activation of a PGC-like program during BiPNT

The enrichment of PGC markers in Day 3 *c-Kit*^+^ cells (Fig. 2h, j) warrants further analysis. 

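In the RNA-seq libraries of the sorted cells, *Ifitm1* (ENSMUSG00000025491, chromosome 7, 140967221 to 140969825) had 490 ± 9.72 normalized CPM (SD, n = 2) in *c-Kit*+ cells and 50.0 ± 4.92 (SD, n = 2) in *c-Kit*- cells. Its log2 fold change was 3.29 (standard error 0.121, edgeR adjusted p = 5.82e-07). *Ifitm3* (ENSMUSG00000025492, chromosome 7, 141009586 to 141010770) had 249 ± 6.85 CPM (SD, n = 2) and 45.8 ± 2.12 (SD, n = 2), a log2 fold change of 2.44 (standard error 0.129, edgeR adjusted p = 1.74e-06). *Dppa3* (ENSMUSG00000046323, chromosome 6, 122626410 to 122630272) had 62.0 and 47.0 expected counts in the *c-Kit*+ libraries and 1.0 in each *c-Kit*- library, so that it was at least 19.0-fold higher in *c-Kit*+ cells (edgeR adjusted p = 5.66e-05). It shares 54.1% of its transcript with the pseudogene *Dppa3-ps*. *Nanos3* (ENSMUSG00000056155, chromosome 8, 84173731 to 84185217) had 47.0 and 41.0 expected counts in the *c-Kit*+ libraries and none in the *c-Kit*- libraries, at least 15.3-fold higher (edgeR adjusted p = 0.000121). The paper proposes that *c-Kit* marks the naïve branch early in BiPNT. It draws on *c-Kit* expression along the single-cell branches and pseudotime, and on the replating and ATAC-seq of the sorted cells. It also draws on pluripotency and PGC genes in *c-Kit*+ cells and trophoblast genes in *c-Kit*- cells.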

We then generated a pseudotime plot of NB during PNT and found it can be generally divided into four distinct phases (I–IV) (Fig. 3a). The first phase (I) is mainly cells expressing genes enriched in the primed fate, such as *Otx2*, *Dnmt3b*, and *Fgf5*. The second phase (II) includes cells that appear to express genes enriched for mesoderm like PGC precursor^27^, such as *Msx1/2*, *Cdx2*, *T*, and *Prdm1*. The third phase (III) are cells expressing genes enriched in early PGC, such as *Prdm14*, *Tfap2c*, *Dppa3*, *Nanos3*, and *Dnd1*. And the last phase (IV) contains cells with naïve pluripotency features, such as *Klf4* and *Tbx3* (Fig. 3a). Consistently, heatmap generated with Harmony also indicates a continuous cell fate transition from primed pluripotency, PGC precursor, early PGC, then end with naïve pluripotency along the NB (Fig. 3b).

**Fig. 3:**
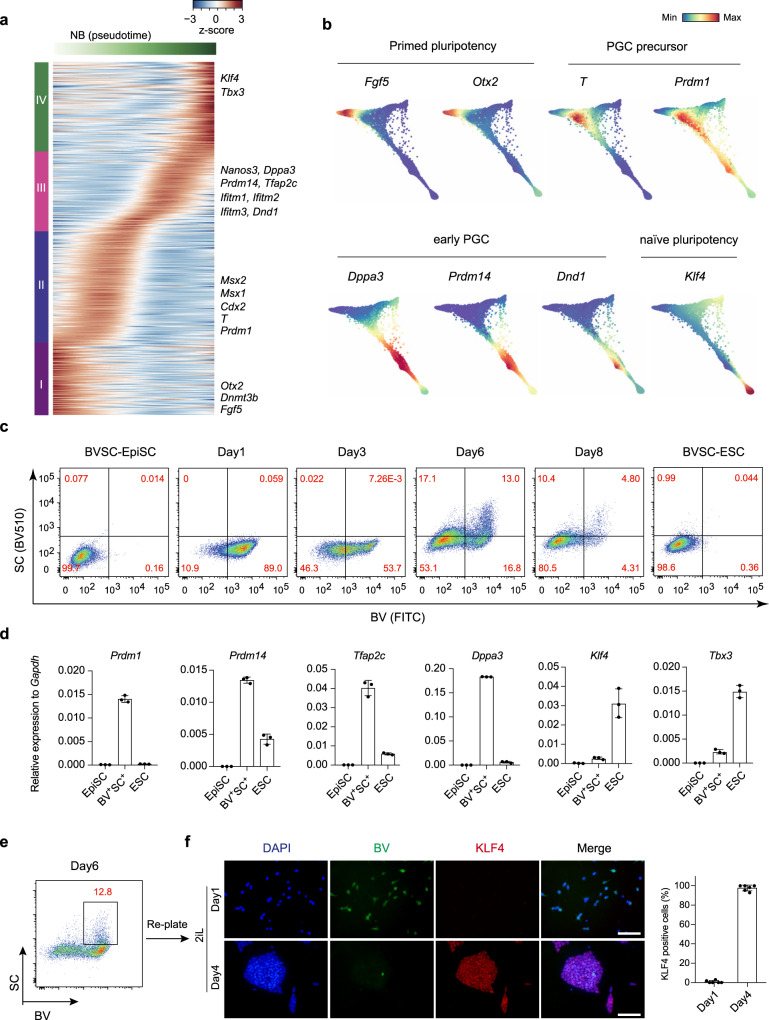
Activation of PGC-like program during successful BiPNT. **a** Gene expression heatmap of 3219 dynamic expressed genes along NB (naïve branch) in a pseudotemporal order. Representative genes are shown on the right. **b** Plots showing the expression patterns of the indicated genes during BiPNT. **c** FACS analysis of BVSC induction at distinct time points during BiPNT. **d** RT-qPCR analysis for expression of indicated genes in EpiSC, BV^+^SC^+^ cells from Day 6 of BiPNT and ESC. Data are mean ± s.d., *n* = 3 independent experiments. **e** BV^+^SC^+^ cells were sorted from Day 6 of BiPNT as **c**. **f** Left: BV^+^SC^+^ cells from **e** were re-plated with 2iL medium for further transition into naïve state. Immunostaining for KLF4 to monitor the transition process. Scale bars, 100 μm. Right: Percentage of KLF4 positive cells. Data are mean ± s.d., *n* = 6 microscope fields. Source data are provided as a Source Data file.

To distinguish the putative early PGC-like cells (PGCLCs) from naïve pluripotent cells, we detected the expression of KLF4 in ΔPE-*Oct4*-GFP positive cells by immunofluorescence (IF) at Day 6 and Day 8 during BiPNT^28^. Since PGC and naïve pluripotent cells are both positive for ΔPE-*Oct4*-GFP^4,23^, the emergence of GFP^+^ /KLF4^−^ cells suggest the existence of a PGCLCs fate before reaching to naïve pluripotency during BiPNT (Supplementary Fig. 3a, b). We then quantified the putative PGCLC population with two documented PGC cell surface markers SSEA1 and CD61 by fluorescence-activated cell sorting (FACS) and show that 16.1% cells are SSEA1^+^/CD61^+^ at Day 6 BiPNT (Supplementary Fig. 3c).

To further investigate the PGCLCs emerged in BiPNT, we generated EpiSC cell line from ESC bearing *Blimp1*-mVenus (BV) and *Stella*-ECFP (SC) transgenes to monitor the PGCLCs fate^29^. Data from FACS and fluorescence microscope show that, *Prdm1*/*Blimp1-*mVenus is activated significantly when stimulated with Stage 1 medium, and reaches to a peak at 89% at Day 1, while the expression of *Stella*-ECFP is upregulated specifically when changed to 2iL medium, and the percentage of double positive for BVSC (BV^+^SC^+^) cells reaches to a peak at 13% at Day 6 (Fig. 3c and Supplementary Fig. 3d). In addition, the higher expression of *Prdm1, Prdm14*, *Tfap2c*, and *Dppa3* while the lower expression of naïve genes *Klf4* and *Tbx3* in Day 6 BV^+^SC^+^ cells distinguish them from naïve pluripotent cells (Fig. 3d). These data indicate an efficient Primed-PGCLC transition (PP_G_T) before reaching to naïve pluripotency during BiPNT.

We further tested the GK15 or GK15 + cytokines (BMP4/SCF/EGF/LIF) culture conditions, which were used for PGC specification from ESCs previously^30,31^, for their ability in PGCLCs induction at stage 2, and show by FACS that, BV^+^SC^+^ cells can be generated in both conditions (GK15 ~ 4.81%, GK15 + cytokines ~ 10.2%) (Supplementary Fig. 3e). These data suggest that the Day3 BiPNT cells have acquired the potential for germline specification.

To further capture the process of PGCLC-Naïve transition (P_G_NT), we performed immunostaining for naïve pluripotent marker KLF4, and show that the sorted Day 6 BV^+^SC^+^ cells, when re-plated in 2iL medium, convert from KLF4^−^ cells to KLF4^+^ colonies gradually (Fig. 3e, f), suggesting a clear cell fate transition from PGCLCs to Naïve pluripotency.

Together, these results suggest a PGCLCs state along the NB branch during BiPNT.

### Characteristics of BV^+^SC^+^ PGCLCs

To further characterize the Day6 BV^+^SC^+^ cells, we performed RNA-seq and compared our data to the published datasets which containing Day 4/Day 6 PGCLCs from ESCs in vitro or primary PGCs (E9.5,11.5,13.5) in vivo^32,33^. 

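BV+SC+ cells carry active *Blimp1*-mVenus (BV) and *Stella*-ECFP (SC) reporters, fluorescent proteins that follow the expression of *Prdm1* and *Dppa3*. RNA was sequenced from Day 6 BV+SC+ cells in 2 libraries and from EpiSCs in 3 libraries. The labels give a passage for EpiSC replicates 2 and 3, and another kind of code for replicate 1. The BV+SC+ libraries hold 14778809 and 18099059 expected counts, and the EpiSC libraries hold 3070115, 2970222 and 2444211. The authors made and deposited these counts with the same tools as for the sorted Day 3 cells, on another list of genes, which leaves out the mitochondrial genes. The labels name 2iJi medium for BV+SC+ replicate 1 and GK15 medium for replicate 2, and elsewhere 2i with vitamin C, while the paper describes Day 6 cells in 2iL and tests GK15 separately. Medium and replicate therefore cannot be told apart in these libraries. The published libraries were not used here, and the BV+SC+ cells were compared with the EpiSCs in the same way as the sorted populations. At the same threshold, 2023 of 11792 genes were higher in BV+SC+ cells and 2099 were higher in EpiSCs. With an adjusted p-value under 0.05 and the same fold change these numbers were 1983 and 2028. At any fold change, 6608 genes had an adjusted p-value under 0.05. The filter on low counts moved the 2023 most. It went to 1169 among 10054 genes with at least 10 counts in every library and to 3089 among 19598 genes without a filter. In all EpiSC libraries 3 counts make between 0.977 and 1.23 CPM, and in the BV+SC+ libraries 0.166 and 0.203. Ordered by edgeR's log2 fold change, which favours genes without a count in a group, the 5 largest increases in BV+SC+ cells were those of *Dppa3*, *Trim25*, *Rhox6*, *AU018091* and *Zfp42*, each with no count in the 3 EpiSC libraries. These genes were at least 390-fold, 181-fold, 124-fold, 122-fold and 120.1-fold higher in BV+SC+ cells, by the mean of the libraries. *AU018091* had 32.8 TPM in BV+SC+ replicate 1 and 101.7 TPM in replicate 2, so its bound depends on the library. *Zfp42* shares 26.9% of its transcript with the pseudogene *Zfp42-ps1*, and *Dppa3* 54.1% with the pseudogene *Dppa3-ps*. In the same order, the 5 largest decreases were those of *Gm10175*, *Tmem59l*, *Rtn4rl2*, *Snurf* and *Crct1*, at least 116-fold, 76.2-fold, 121-fold, 29.4-fold and 25.3-fold lower in BV+SC+ cells. The whole transcript of *Gm10175* is shared with *Atp5g2* and that of *Snurf* with *Snrpn*, so both values are uncertain.

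**Figure D2:**
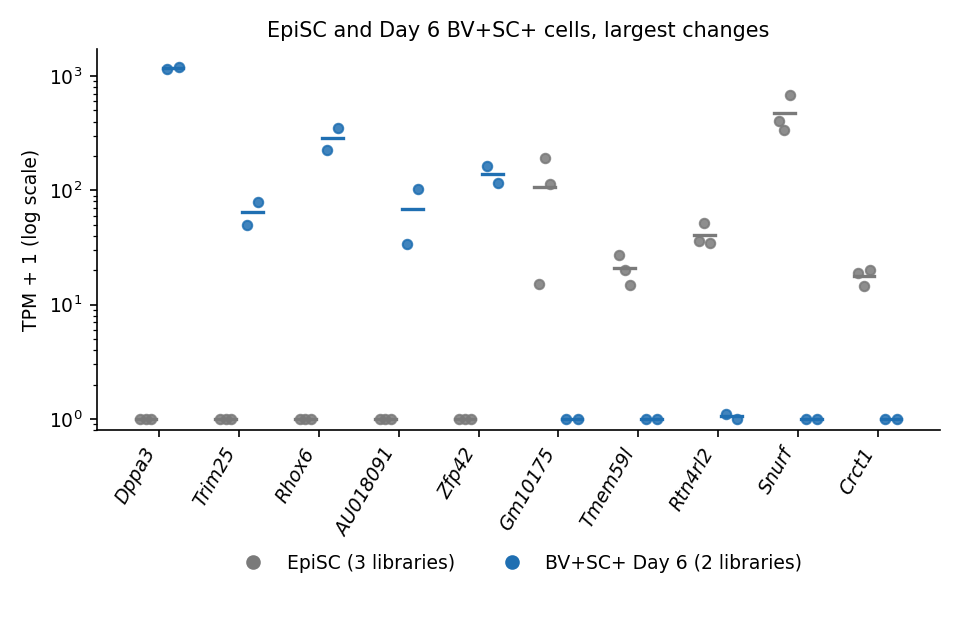
TPM + 1 on a log axis of the genes with the largest increases and decreases by edgeR's log2 fold change, in 3 EpiSC libraries (gray) and 2 Day 6 BV+SC+ libraries (blue), with 1 point per library and a bar at the mean. The first 5 genes are at 0 TPM in every EpiSC library, and the last 5 have at most 0.11 TPM in a BV+SC+ library.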

PCA analysis reveals that the transcriptomes of the BV^+^SC^+^ cells are similar to D4 and D6 in vitro PGCLCs, and to a less extent to in vivo E9.5 PGCs (Fig. 4a). 

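A PCA of the 3 EpiSC and 2 BV+SC+ libraries alone was computed with prcomp on log2 CPM (prior count 2) of the 11792 genes, centred and not scaled. PC1 held 89.1% of the variance and PC2 5.03%. On PC1 the EpiSC libraries lay at -73.67, -75.93 and -76.69, and the BV+SC+ libraries at 108.03 and 118.25. PC2 separated the BV+SC+ libraries, at 35.63 and -33.73, and left the EpiSC libraries between -1.97 and 0.18. The Euclidean distance over all genes was 70.1 between the BV+SC+ libraries and between 51.9 and 54.3 among the EpiSC libraries. It was larger between the groups, from 188 to 200.01 for each BV+SC+ library against each EpiSC library. Scaling genes to unit variance moved the share of PC1 most, to 66.8%. Between the BV+SC+ libraries, 1546 of 13574 genes with TPM over 1 in either library differed by more than 2-fold, and Pearson's r across these genes was 0.958. The paper states the similarity to PGCLCs and PGCs from a PCA that also holds the published libraries.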

We then evaluated the epigenetic profiles of Day6 BV^+^SC^+^ cells. IF analysis reveals a reduced H3K9me2 and increased H3K27me3 in Day 6 BV^+^ cells (Fig. 4b), which are further confirmed by western blot (Fig. 4c), and consist with previous report^31^. We further determined the methylation states of maternally (*H19*) and paternally (*Snrpn*) imprinted genes in Day 6 BV^+^SC^+^ cells and show that whereas the DNA methylation in *Snrpn* loci is retained, the methylation states of *H19* loci reduced significantly, suggesting that Day 6 BV^+^SC^+^ cells may undergo a process of imprint erasure (Fig. 4d). Consistently, RT-qPCR analysis also shows the downregulation of de novo DNA methyltransferases *Dnmt3a/b* as well as *Uhrf1*, a critical regulator which recruits *Dnmt1* to hemi-methylated DNA (Supplementary Fig. 4a). Notably, BV^+^SC^+^ cells cultured in 2iL medium for one passage show a quick loss of *Blimp1* and can further form naïve-like colonies (Supplementary Fig. 4b). We further performed blastocysts microinjection experiments for the sorted BV^+^SC^+^ cells to determine their chimera formation ability (Supplementary Fig. 4c). Comparing with these naïve-like cells, Day 6 sorted BV^+^SC^+^ cells showed a poor chimera ability (12.5% versus 66.7%) (Supplementary Fig. 4c), consist with previous observations that PGCs cannot contribute to chimera, despite expressing naïve pluripotency genes^28,34,35^.

**Fig. 4:**
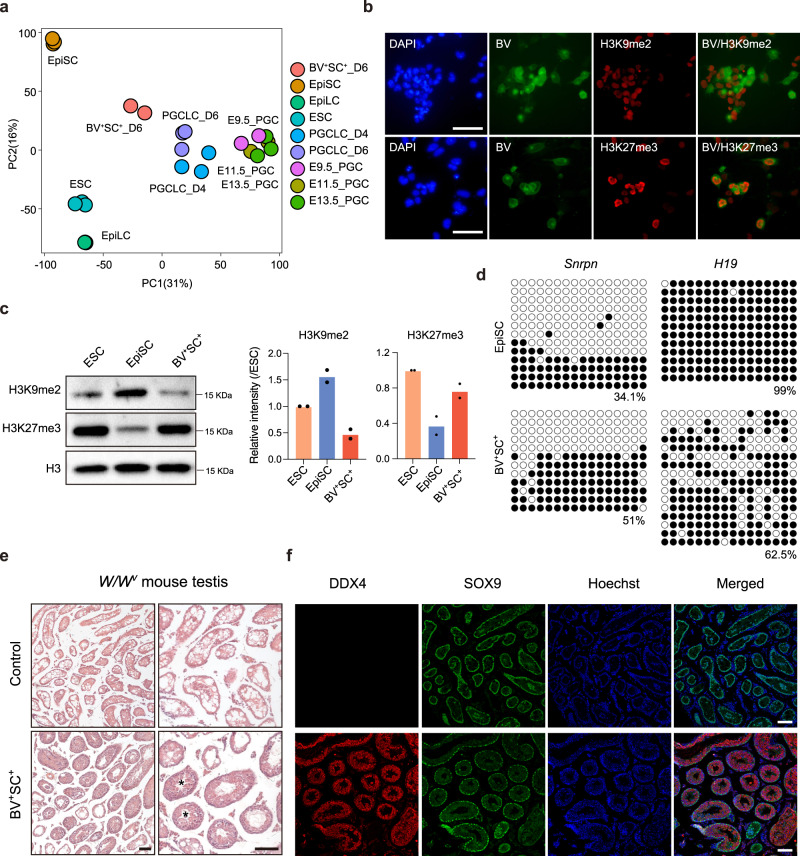
Characterization of PGC-like cells. **a** PCA analysis of BV^+^SC^+^ cells at Day 6 of BiPNT, EpiSC, ESC, PGCLC-D4/6, E9.5 PGC, E11.5 PGC, E13.5 PGC, and EpiLC. **b** Immunofluorescence analysis of H3K9me2 and H3K27me3 in BV^+^ cells at Day 6 of BiPNT. Scale bars, 50 μm. **c** Western blot analysis (left) of H3K9me2 and H3K27me3 in ESC, EpiSC and BV^+^SC^+^ cells at Day 6 of BiPNT. Quantification of H3K9me2 and H3K27me3 normalized to H3 levels (right). Data are mean ± s.d., *n* = 2 independent experiments. **d** Bisulfite sequence analysis of 5mC of differentially methylated regions (DMRs) of the imprinted genes *Snrpn* and *H19* in EpiSC and BV^+^SC^+^ cells. White and black circles indicate unmethylated and methylated CpGs, respectively. **e** Testis sections from *W/W*^*v*^ mice and another one that was transplanted with Day 6 BV^+^SC^+^ cells stained by hematoxylin and eosin. Scale bars, 100 μm. **f** Immunofluorescence analysis of DDX4 and SOX9 expression in testis sections from *W/W*^*v*^ mice and another one that was transplanted with Day 6 BV^+^SC^+^ cells. Scale bars, 100 μm. The experiments in **b**, **e**–**f** were repeated twice with similar results. Source data are provided as a Source Data file.

To further determine the capacity of the Day 6 sorted BV^+^SC^+^ cells in spermatogenesis, we transplanted them into the seminiferous tubules of neonatal *W/W*^*v*^ mice lacking endogenous germ cells^31,36,37^. Notably, 3 months after transplantation, tubules with normal spermatogenesis, which express the spermatogonia markers (DDX4 and PLZF), spermatocytes markers (SYCP3 and γH2AX), and spermatids markers (DDX4 and PNA) can be detected in two out of six testes sections transplanted with BV^+^SC^+^ cells, while only Sertoli cells in the tubules of control group (Fig. 4e, f and Supplementary Fig. 4d). These results confirm that Day 6 BV^+^SC^+^ cells are PGCLCs.

### *Prdm1*-KO blocks the generation of PGCLCs and naïve pluripotency

To test whether PGCLCs are intermediates for the acquisition of naïve pluripotency, we knocked out *Prdm1*, a factor which is obligatory for PGC specification but not for pluripotency maintenance^38,39^, in ΔPE-*Oct4*-GFP EpiSCs by CRISPR/Cas9 (Supplementary Fig. 5a–c). The *Prdm1*^−/−^ EpiSCs exhibited indistinguishable morphology from wild-type (WT) EpiSCs and expressed comparable levels of primed pluripotency markers such as *Oct4*, *Sox2*, and *Otx2* (Fig. 5a and Supplementary Fig. 5d). However, when undergoing BiPNT, no GFP^+^ cells can be observed from *Prdm1*^−/−^ cells, while the lentivirus-mediated overexpression of exogenous *Prdm1* can rescue this defect (Fig. 5b and Supplementary Fig. 5e, f). These data indicate that *Prdm1* is essential for the generation of PGCLC or naïve cells during BiPNT.

**Fig. 5:**
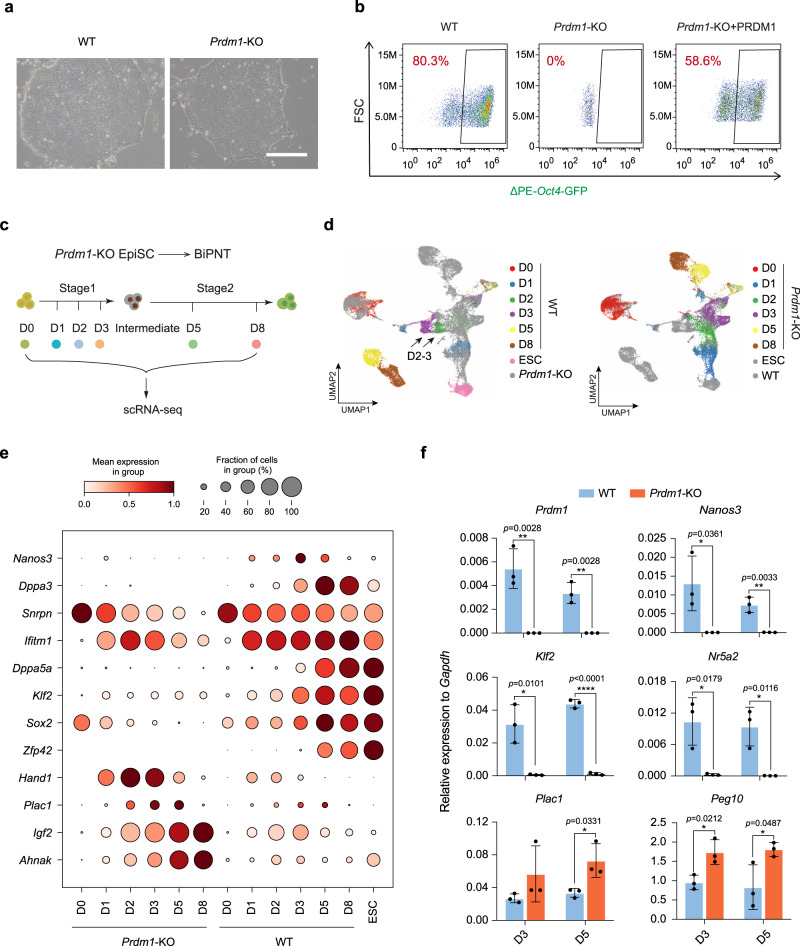
PGCLCs mediate the successful BiPNT. **a** Representative images of wild-type (WT) and *Prdm1* knockout (*Prdm1*-KO) EpiSCs. Scale bars, 250 μm. Data shown are from 1 of 3 independent experiments. **b** FACS analysis of ΔPE-*Oct4*-GFP^+^ cells induced with WT, *Prdm1*-KO and rescued (overexpression of *Prdm1*) EpiSCs at Day 8. **c** Schematic diagram of scRNA-seq for *Prdm1*-KO EpiSC. **d** UMAP plots of WT and *Prdm1*-KO cells. WT cells are colored by the Day (D) during BiPNT while *Prdm1*-KO cells are marked with gray (left) or vice versa (right). The black arrow indicates the obviously depletion of D2–3 cells in *Prdm1*-KO EpiSC induced BiPNT. **e** Expression of indicated genes at the different time points. **f** RT-qPCR analysis for expression of indicated genes at Day 3 and Day 5 of WT or *Prdm1*-KO induced BiPNT. Data are mean ± s.d., two-tailed, unpaired student’s *t*-test; *n* = 3 independent experiments. *p < 0.05, **p < 0.01, ****p < 0.0001. Source data are provided as a Source Data file.

To further investigate the role of *Prdm1* in the cell trajectories during BiPNT, we performed single-cell analysis. To this end, we collected scRNA-seq data for *Prdm1*^−/−^ EpiSCs undergoing BiPNT at corresponding time point same with WT EpiSCs (Fig. 5c). By comparing WT and *Prdm1*^−/−^ samples using UMAP, we show that the separation between WT and *Prdm1*^−/−^ populations occurs initially on Day1, and obviously on Day2 and Day3 (D2–3) (Fig. 5d). We further compared the expression pattern of selected genes between WT and *Prdm1*^−/−^ scRNA-seq data, and show by heatmap that *Prdm1*-KO almost totally abolishes the activation of *Nanos3*, *Dppa3*, *Dppa5a*, and *Zfp42*, and also blocks, in varying degrees, the expression of *Snrpn*, *Ifitm1*, *Klf2*, and *Sox2*, while significantly increases the expression of the trophoblast genes, such as *Plac1*, *Igf2*, and *Ahnak* (Fig. 5e). RT-qPCR analysis further confirmed the expression pattern of these indicated genes (Fig. 5f).

The derived naïve cells in BiPNT show a distinctive methylation state from the EpiSCs and ESCs in loci of *Mest* (also known as *Peg1)*, *Peg3* and *Snrpn* (Supplementary Fig. 5g), which may suggest their embryonic germ cell (EGC)-like feature. Furthermore, although the addition of JAK inhibitor in second stage of BiPNT can induce ΔPE-*Oct4*-GFP^+^ cells, they are almost negative for KLF4 (Supplementary Fig. 5h, i), indicating the block for the formation of naïve cells/EGC from PGCLCs, which is consistent with previous report that LIF/Stat3 signal is indispensable for PGC to EGC transition^40^. Together, these results suggest that *Prdm1*-dependent PGCLCs are the essential intermediates for naïve branch in BiPNT.

### DOT1Li restores PGCLC competence for primed pluripotency

Developmentally, primed EpiSCs have lost the PGC competence^31^. The emergence of PGCLCs during BiPNT offers an ideal model in vitro to investigate the epigenetic barrier(s) established during PGC development in vivo. To this end, we performed dropout assay to compounds in stage 1 (S1) medium for identifying the critical factor(s) for PP_G_T, and show that, the withdrawal of EPZ5676, a DOT1L inhibitor, blocks the induction of BV^+^SC^+^ PGCLCs significantly, while the addition of SGC0946, another specific DOT1L inhibitor, can rescue this defect, and seems even more potent than EPZ5676 (Fig. 6a). RT-qPCR analysis further validates the activation of PGC markers such as *Prdm1*, *Dppa3*, *Nanos3*, and *Prdm14* by DOT1L inhibitors (DOT1Li) (Fig. 6b and Supplementary Fig. 6a). Notably, DOT1L inhibition leads a significant repression for trophoblast markers such as *Gata2* or *Plac1* in late stage (Day 6) (Supplementary Fig. 6a), but not in early stage (Day 3) during BiPNT (Fig. 6b). These data indicate that DOT1L inhibition is critical for restoring PGCLC competence from EpiSCs and hinders trophoblast fate in late stage of BiPNT.

**Fig. 6:**
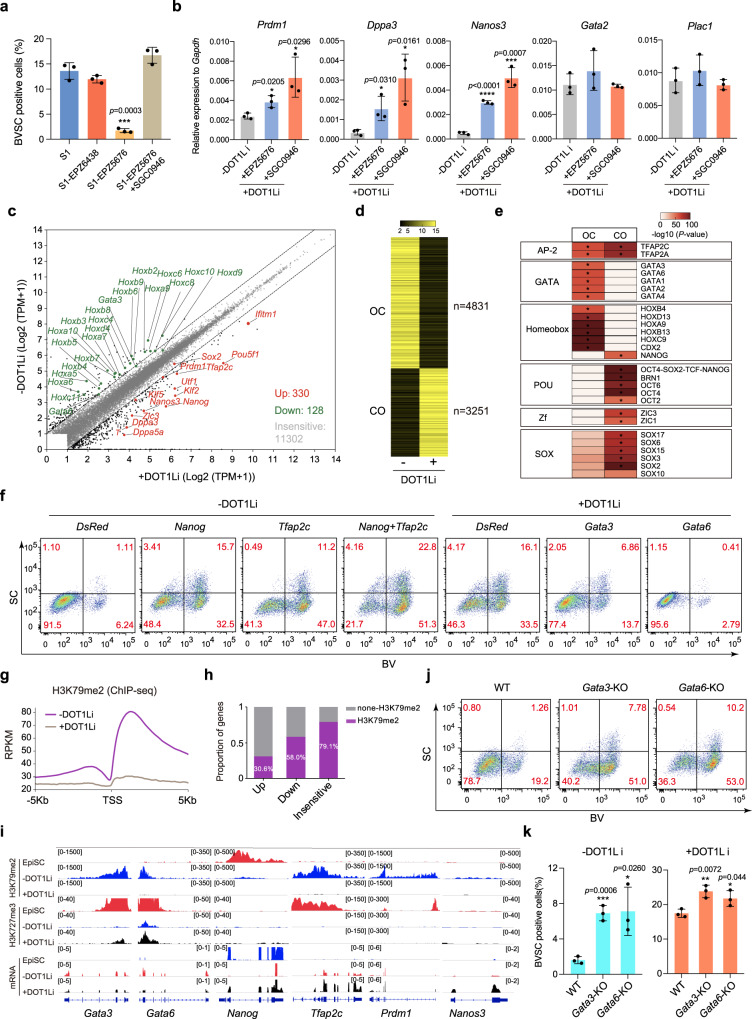
DOT1L inhibitor is responsible for the induction of PGCLCs from EpiSCs. **a** FACS analysis of BVSC induction at Day 6 under different conditions. S1, stage1. **b** RT-qPCR analysis for expression of PGC and trophoblast markers at Day 3 of BiPNT without (−) or with (+) DOT1L inhibitor (DOT1Li: EPZ5676 and SGC0946) treatment. Data are mean ± s.d., two-tailed, unpaired student’s *t*-test; *n* = 3 independent experiments. *p < 0.05, ***p < 0.001, ****p < 0.0001. **c** The difference between the trans**c**riptomic profiles without (–) or with (+) DOT1Li (SGC0946) treatment at Day 3. Representative significantly upregulated genes (compared with −DOT1Li, log2 fold change (log2 FC > | 1 |)) are in red, and downregulated ones are in green. **d** Heatmap of open or closed chromatin loci in Day 3 cells without (–) or with (+) DOT1Li (SGC0946) treatment. CO: Closed to Open, OC: Open to Closed. **e** Motif discovery for DOT1Li (SGC0946) mediat**e**d CO and OC loci. **f** FACS analysis of BV^+^SC^+^ PGCLCs induction at Day 6 after overexpression of *DsRed* (control), *Nanog*, *Tfap2c* or combined without (–) DOT1Li (SGC0946) treatment, or overexpression of *Gata3* and *Gata6* with (+) DOT1Li (SGC0946) treatment. **g** Metaplot of H3K79me2 reference-normalized ChIP-seq signal at all transcriptional start site (TSS) in Day 3 BiPNT cells without (–) or with (+) DOT1Li (SGC0946) treatment. **h** Proportion of differentially expressed genes and insensitive genes from **c**, which are directly marked with H3K79me2 in Day 3 cells (-DOT1Li). **i** ChIP-seq (H3K79me2, H3K27me3) and RNA-seq tracks of indicated genes in untreated EpiSC and Day 3 BiPNT cells without (−) or with (+) DOT1Li (SGC0946) treatment. **j** FACS analysis of BVSC induction at Day 6 with *Gata3*- or *Gata6*-KO EpiSCs. **k** Percentage of BVSC positive cells induced with *Gata3*- or *Gata6*-KO EpiSCs under different conditions. Data are mean ± s.d., two-tailed, unpaired student’s *t*-test; *n* = 3 independent experiments. *p < 0.05, **p < 0.01, ***p < 0.001. Source data are provided as a Source Data file.

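Of 39 HOX genes listed, 34 had TPM over 1 in at least 1 of the Day 3 libraries. With DOT1Li, 33 of them fell and 1, *Hoxd13*, rose by 0.34 with an interval for counting error from -0.53 to 1.11. The median log2 change of the 34 genes was -1.36 (95% interval for counting error -1.52 to -1.22), and 24 genes fell by more than 2-fold. Among 10000 random lists of 34 genes matched on expression, whose median was 0.005, the HOX median lay at percentile 0.0. A pseudocount of 0.1 TPM in place of 1 moved it most, to -1.53. By cluster, the median change was -1.97 for the 11 *Hoxa* genes, -1.45 for the 9 *Hoxb* genes, -1.05 for the 7 *Hoxc* genes and -0.78 for the 7 *Hoxd* genes. The same 33 to 1 split held with TPM rescaled by TMM factors and with CPM, and without a filter 34 of 36 genes fell. Among all genes with a mean TPM of at least 5, the largest increases on the TPM + 1 scale were those of *Gm37167*, *Gm11007*, *Gm2007*, *Npy* and *Rasgrp2*. *Npy* was at least 16.4-fold higher with DOT1Li, and *Rasgrp2*, with 32.0 expected counts against 3.0, just over the floor, changed by 4.58 with TPM and 2.22 with CPM, so the size of its change is uncertain. *Gm37167* was at least 18.0-fold higher, but its whole transcript is shared with *Noct*. The largest decreases were those of *Gm37282*, *Gm37385*, *Gm37375*, *Gm17655* and *Gm20388*. *Gm20388* was at least 46.2-fold lower and shares nearly its whole transcript with *Galnt2*, and *Gm37385* and *Gm37375*, both copies of *Noct* sequence, were at least 5.57-fold lower. *Gm11007*, *Gm2007*, *Gm37282* and *Gm17655* had at most 3 counts in both libraries, so no fold is given.

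**Figure D3:**
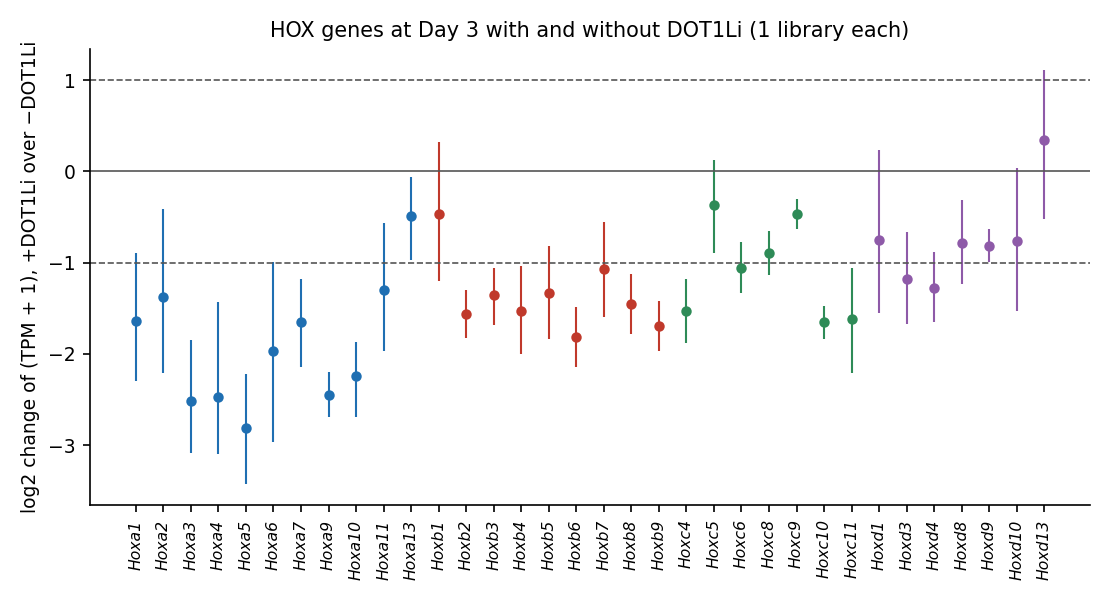
Log2 change of TPM + 1 with DOT1Li against without, for 34 HOX genes in chromosomal clusters a (blue), b (red), c (green) and d (purple), at Day 3 in 1 library each. Bars are 95% intervals for counting error and dashed lines mark a change of 1 in either direction, and 33 genes lie below 0, also with TMM rescaling and with CPM.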

To gain any insight on how DOT1Li helps the restoring of PGCLC competence from EpiSCs, we performed RNA-seq in samples with or without DOT1Li (SGC0946) at Day3 BiPNT to probe the downstream targets and show that 330 genes, including the PGC markers *Prdm1* or PGC/Naïve pluripotency markers*Tfap2c*, *Nanos3*, *Nanog* and *Klf2* are upregulated, while 128 genes, including the HOX/GATA family members, such as *Hoxa*5/6/7/10, *Hoxb*2/3/4/6, *Hoxc*4/6/8/10/11, *Hoxd*9 and *Gata*3/6, are downregulated, by DOT1Li treatment, respectively (Fig. 6c). 

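SGC0946 is a small molecule that inhibits DOT1L, the methyltransferase of histone H3 lysine 79. RNA of Day 3 cells was sequenced in 1 library with SGC0946 (1 µM) and 1 library without DOT1Li, which hold 4776143 and 4577685 expected counts. With 1 library per condition, no difference here has a replicate check, and each compares these libraries. The TPM that the authors deposited were used, as in Fig. 6c, which plots log2(TPM + 1). The change of a gene is the log2 ratio of TPM + 1 with DOT1Li to TPM + 1 without it, which understates the change of genes with low TPM. Changes were computed for the 14038 genes with TPM over 1 in at least 1 library, and a gene was taken as changed at a log2 change over 1 in size, the limit in the legend of Fig. 6c. No p-value across genes was computed. A 95% interval for the counting error of each gene was taken from 1000 gamma draws around its expected counts. The floor of 3 counts makes 0.628 CPM with DOT1Li and 0.655 without.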

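With DOT1Li, 889 of 14038 genes were higher and 484 were lower by more than 2-fold on the TPM + 1 scale, and 12665 were not. The interval for counting error left out 0 for 641 of the genes that were higher and 286 of those that were lower, and lay wholly past the 2-fold limit for 138 and 55. The first number moved most with the filter: among the 12566 genes with TPM over 1 in both libraries, 374 were higher and 181 were lower. The second fell most with CPM in place of TPM, to 163, beside 558 higher. *Dot1l*, the gene of the inhibited enzyme, changed by 0.10 (interval -0.03 to 0.24), and *Kit* by 0.23 (0.12 to 0.34). Among the genes the paper names as upregulated, *Nanog* rose by 2.97 (interval 2.54 to 3.43), *Klf2* by 2.88 (2.52 to 3.25), *Tfap2c* by 1.54 (1.33 to 1.75) and *Prdm1* by 0.93 (0.68 to 1.15). *Nanos3* had 34.0 expected counts with DOT1Li and 2.0 without, which makes it at least 10.7-fold higher. Among genes marked in Fig. 6c, *Pou5f1*, *Utf1*, *Ifitm1*, *Klf5* and *Sox2* rose by 3.01, 2.29, 1.70, 1.33 and 0.80. *Dppa3* and *Dppa5a* were at least 5.09-fold and 3.46-fold higher, from 3.0 and 2.0 expected counts without DOT1Li. *Gata6* changed by -1.36 (interval -1.80 to -0.94) and *Gata3* by -0.93 (-1.15 to -0.70). Among the HOX genes named in the text, *Hoxa5* changed most, by -2.81 (interval -3.43 to -2.22), and *Hoxd9* least, by -0.81, with the end of its interval nearer to 0 at -0.63. *Hoxc8* changed by -0.89 (interval -1.14 to -0.65), and the rest lay between -1.05 for *Hoxc6* and -2.24 for *Hoxa10*. *Hoxb3* shares 70.7% of its transcript with *Hoxb3os*, *Hoxb2* shares 19.1% with *Hoxb3os* and *Hoxa7* shares 28.9% with *Hoxaas3*, which limits their values.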

GO analysis shows that terms enriched in DOT1Li upregulated genes are involved in Wnt and BMP signaling pathway (Supplementary Fig. 6b), both of which are necessary for PGC specification as reported previously^27,41^, while for terms enriched in DOT1Li downregulated genes are largely associated with lineage differentiation, such as embryonic skeletal system morphogenesis and limb morphogenesis (Supplementary Fig. 6b).

As chromatin accessibility dynamics (CAD) plays critical roles in gene expression regulation, we performed ATAC-seq, as done before^18^, to investigate the effect of DOT1L inhibition on CAD at Day3 BiPNT, and show by heatmap that DOT1Li leads to chromatin OC (Open to Close) in 4831 loci (Fig. 6d), among which binding motif for TFs such as GATA1/2/3/4/6, HOXA9, HOXB4, HOXC9, HOXB13, and CDX2, could be enriched (Fig. 6e), while leads to chromatin CO (close to open) in 3251 loci(Fig. 6d), among which binding motif of PGC regulators or pluripotency factors such as NANOG, TFAP2C, OCT2/4/6 and ZIC1/3, could be enriched (Fig. 6e).

Based on the RNA-seq and ATAC-Seq data, we further tested a set of candidate transcriptional factors for their effect on BV^+^SC^+^ cells induction, and show that the BV^+^SC^+^ cell induction efficiency is promoted by overexpression of *Nanog* or *Tfap2c* separately (*Nanog*, 1.11–15.7%; *Tfap2c*, 1.11–11.2%) (Fig. 6f), and can be further increased up to 22.8% by *Nanog* and *Tfap2c* co-expression when DOT1Li withdrawing (Fig. 6f and Supplementary Fig. 6c). In addition, when DOT1Li is present, the overexpression of *Nanog* or *Tfap2c*, separately or together, can further increase the BV^+^SV^+^ cells induction efficiency (Supplementary Fig. 6c). In contrast, the overexpression of *Gata3* or *Gata6*, two genes downregulated by DOT1Li, reduces the induction efficiency of BV^+^SV^+^ cells (Fig. 6f and Supplementary Fig. 6d). RT-qPCR analysis further confirmed the repression of PGC-related genes such as *Nanog*, *Prdm1*, *Dppa3* and *Nanos3* at Day3 BiPNT by the overexpression of *Gata3* or *Gata6* (Supplementary Fig. 6e).

DOT1L is a highly conserved histone methyltransferase that catalyzes H3K79 methylation^42^, which is mainly found in active genes^43^. To gain insight into the relationship between H3K79 methylation and PGCLCs induction, we first performed western blot and show a significant decrease in global H3K79me2 at Day3 BiPNT upon DOT1Li (both EPZ5676 and SGC0946) treatment (Supplementary Fig. 6f). We then performed H3K79me2/H3K27me3 ChIP-seq for Day3 Cells with or without DOT1Li (SGC0946) treatment, and show that DOT1L inhibition leads a global loss of H3K79me2 (Fig. 6g). When analyzing the correlation between H3K79me2 and gene expression, we found that 30.6% upregulated genes, 58.0% downregulated genes, and 79.1% genes without change are marked by H3K79me2, respectively (Fig. 6h). 

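*Gata3* (ENSMUSG00000015619) lies on chromosome 2 of GRCm38 from 9857078 to 9890034, and *Gata6* (ENSMUSG00000005836) on chromosome 18 from 11052064 to 11085635. In the Day 3 RNA-seq libraries, *Gata3* had 28.0 TPM with DOT1Li and 54.4 TPM without, from 224.0 and 365.0 expected counts. *Gata6* had 6.3 TPM with DOT1Li and 17.8 TPM without, from 50.0 and 133.0 expected counts. For both genes the interval for counting error lay below 0. The H3K79me2 and H3K27me3 ChIP-seq were not analysed here.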

Specifically, for genes such as *Gata3* and *Gata6*, the loss of H3K79me2 is associated with increased deposition of H3K27me3, and downregulation in mRNA (Fig. 6i), consistent with a role of H3K79me2 for active transcription^43^. For PGC genes such as *Nanog*, *Prdm1, Tfap2c*, and *Nanos3*, the loss of H3K79me2 is independent to H3K27me3, and associated with an upregulation in mRNA upon DOT1L inhibition (Fig. 6i). 

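In the same RNA-seq libraries, *Nanog* (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) had 64.6 TPM with DOT1Li and 7.38 TPM without, from 344.0 and 37.0 expected counts. *Prdm1* had 57.5 TPM with DOT1Li and 29.6 TPM without, from 445.0 and 225.0 expected counts. *Tfap2c* (ENSMUSG00000028640, chromosome 2, 172549593 to 172558622) had 104.9 TPM with DOT1Li and 35.5 TPM without, from 727.0 and 235.0 expected counts. *Nanos3* had 24.7 TPM with DOT1Li, and its 1.54 TPM without DOT1Li is at the floor. For *Nanog*, *Prdm1* and *Tfap2c* the difference is larger than the counting error. From the lower *Gata3* and *Gata6* expression, their H3K79me2 and H3K27me3 signals, and the overexpression and knockout of both genes, the paper proposes that repression of these genes accounts for part of the effect of DOT1Li on PGCLC induction.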

Since downregulated genes seem more sensitive to H3K79me2 (Fig. 6h), we further performed loss of function test for *Gata3/6* in BV^+^SV^+^ cells induction, and show that *Gata3* or *Gata6* knockout (KO) can facilitate the induction of BV^+^SV^+^ cells in the absence of DOT1Li (Fig.6j, k and Supplementary Fig. 6g–j). RT-qPCR further confirmed the upregulation of PGC-related genes such as *Nanog*, *Prdm1*, *Nanos3*, and *Dppa3* in *Gata3-* or *Gata6*-KO Cells (Supplementary Fig. 6k). In addition, DOT1Li can enhance the efficiency of BV^+^SC^+^ cell induction in *Gata3- or Gata6*-KO EpiSCs, comparing with WT EpiSCs (Fig. 6k).

Taken together, these data suggest that DOT1L inhibition promotes PP_G_T in part by facilitating the loss of H3K79 methylation from *Gata3/6* and repressing their expression.

### *Gata2* gates trophoblast-like whereas hampers PGCLC program

To further determine the key events for early cell fate choice during BiPNT, we reanalyzed the scRNA-seq data at D0, D1, and D2 by UMAP. We found a significant cell diversity at D2 (Fig. 7a). Heatmap for representative genes show an activation of trophoblast signal (*Gata2, Plac1*) as early as Day 1 (Fig. 7b), and a diversity of pluripotent signal (*Dppa3*, *Nanog*) at Day 2 (Fig. 7b), suggesting an early cell fate choice. To further investigate the key factor(s) regulate this cell fate choice, we use pySCENIC^44^ to predict the regulon of each cell subgroup and heatmap illustrated a widely activation of early BMP4 response regulons, such as *Id1*, *Cdx2*, *Tfap2c*, and a separate pattern for regulons *Prdm1* (PGC) and *Gata2* (Trophoblast) at D2 populations (Fig. 7c and Supplementary Fig. 7a). The *Prdm1*-KO almost abolished PNT, indicating *Prdm1* as a key regulon for PGC-Naïve trajectory. To test whether *Gata2* is a regulon specific for trophoblast trajectory, we generated two independent *Gata2*-KO EpiSC cell lines in BVSC EpiSCs by CRISPR/Cas9 (Supplementary Fig. 7b, c). These two cell lines express comparable levels of primed pluripotency markers (Supplementary Fig. 7d). Comparing with WT, *Gata2*-KO shows a significant increase of BV^+^ cells at Day3 and BV^+^SC^+^ cells at Day6 during BiPNT (Fig. 7d). Consistently, RT-qPCR analysis shows almost abolishment in trophoblast signal such as *Plac1*, *Peg10*, and *Phlda2*, and a significant increase in PGC-like signal such as *Prdm1*, *Prdm14*, *Dppa3,* and *Nanos3* in *Gata2*-KO cells during BiPNT (Fig. 7e). We further sorted *c-Kit* for WT and two *Gata2*-KO cell lines and show that *Gata2*-KO leads to a significant increase of *c-Kit*^+^ population at Day3 BiPNT (WT ~ 53%, KO1# ~ 76.2%, KO2# ~ 75.4%) (Supplementary Fig. 7e). RT-qPCR analysis further confirmed the loss of trophoblast markers in *Gata2-*KO *c-Kit*^−^ cells (Supplementary Fig. 7f). These data suggest that *Gata2*-KO results in an early alteration of lineage trajectories during BiPNT, which turns off the trophoblast-like program while facilitates the PGC-like program.

**Fig. 7:**
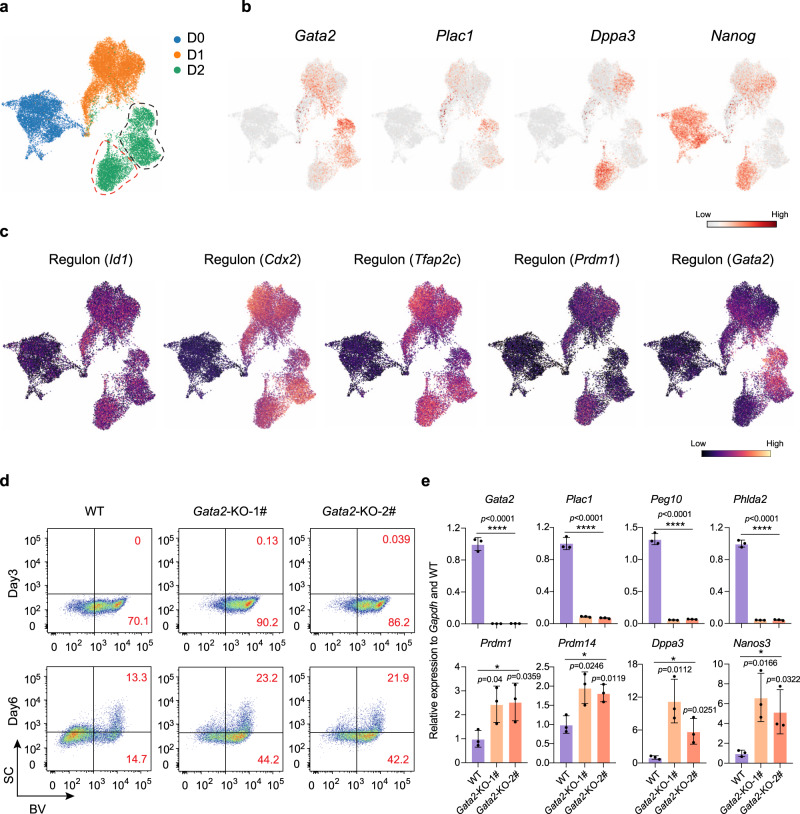
Deficiency of Gata2 hinders trophoblast fate but promotes PGCLCs. **a** t-SNE representation of 24233 cells during the first three days of whole process, colored by time point of samples. The cells enclosed by red and black dotted lines indicate two distinct populations. **b** Cells colored by expression pattern of *Gata2*, *Plac1*, *Dppa3*, and *Nanog* in t-SNE representation. **c** t-SNE plot displaying *Id1*, *Cdx2*, *Tfap2c*, *Prdm1* and *Gata2* regulons (red dots, active; black dots, inactive) in the first 3 days, respectively. **d** FACS analysis of BVSC induction at Day 3 and Day 6 during BiPNT in WT or two independent *Gata2*-KO EpiSCs. **e** RT-qPCR analysis for expression of trophoblast and PGC associated genes in WT and two *Gata2*-KO cells from Day 6 of BiPNT. Data are mean ± s.d., two-tailed, unpaired student’s *t*-test; *n* = 3 independent experiments. *p < 0.05, ****p < 0.0001. *n* = 3 independent experiments. Source data are provided as a Source Data file.

## Discussion

In this report, by performing scRNA-seq to a previous well-established PNT process driven by BMP4 (BiPNT)^18^, we generated a cell fate continuum between primed and naïve pluripotency states and show that the trajectories of BiPNT can bifurcate into *c-Kit*^+^ naïve and *c-Kit*^−^ trophoblast-like branches. Surprisingly, the naïve branch, as shown here (Fig. 8), in single-cell level, goes through a PGC-like intermediate, which links PNT with two distinctive while continuous cell fate transitions, here they were termed as Primed to PGCLC transition or PP_G_T, and PGCLC to Naïve transition or P_G_NT, respectively. Our finding shows a unique landscape for resetting the stable mouse primed pluripotent state into a naïve pluripotent one by linking an important developmental intermediate state therefore sheds light on the mechanism of cell reprogramming and differentiation.

**Fig. 8:**
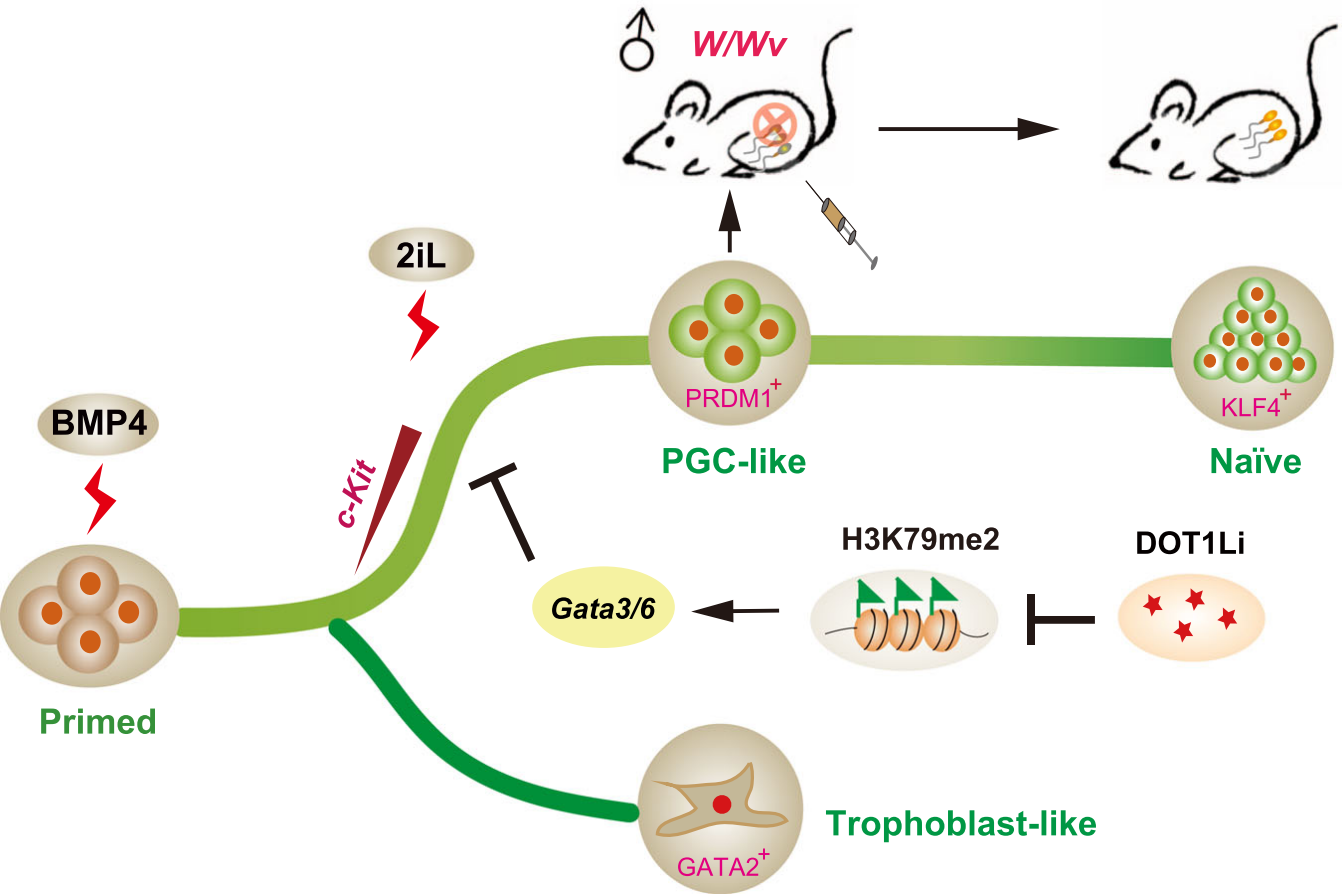
Schematic diagram of cell fate trajectories during BiPNT. During BiPNT, EpiSCs bifurcate into *c-Kit*^*+*^ naïve and *c-Kit*^*-*^ trophoblast-like cells. A PGC-like intermediate which capable of spermatogenesis in vivo is emerged before reaching to the naïve pluripotent state. The inhibition of DOT1L activity permits the transition from primed pluripotency to PGCLCs in part by facilitating the loss of H3K79me2 from *Gata3*/*6* and repressing their transcription.

*Prdm1* and PGC-like cells have been demonstrated to be dispensable for the derivation and maintenance of ESCs as well as the reprogramming of EpiSCs into rESCs^39,45^. The obligatory role of *Prdm1* in our study may be due to the differences of induction systems, e.g., BMP4, a key growth factor known for driving PGC/PGCLC specification. In addition, we previously showed that BMP4 is able to activate naïve or PGC-related genes such as *Klf2*, *Esrrb*, *Tfap2c*, and *Dppa3*^18^, which further underlines the PGCLC intermediates for recapturing naïve pluripotency in BiPNT. Actually, the BV^+^SC^+^ cells induced during BiPNT exhibited PGC features, including upregulation of early PGC markers, increase of H3K27me3 and reduction of H3K9me2, erasure of imprinting, poor contribution to blastocyst chimeras and contribution to spermatogenesis, indicating their PGCLCs fate. It’s of great interest to test the function of the sperm/spermatids generated from those BV^+^SC^+^ cells in future.

In mice, permissiveness for PGC specification is unique to formative epiblast cells (i.e., E5.0–E6.0 epiblast, EpiLCs) or PSCs with formative pluripotency^31,41,46,47^. The primed EpiSCs, which corresponding to E6.5 epiblast, have lost the competence of PGC responsiveness^31,41^. Nevertheless, in BiPNT system, a PGC-like program is robustly activated from the primed EpiSCs. The critical role of DOT1Li identified here indicates H3K79 methylation may act as an epigenetic barrier for PP_G_T. Mechanistically, DOT1Li promotes the generation of PGCLC partially through removing H3K79me2 from lineage genes such as *Gata3* and *Gata6*, leading to their repression (Fig. 8). Interestingly, DOT1Li mediated loss of H3K79me2 is also observed at chromatin loci of upregulated genes, such as PGC genes *Tfap2c*, *Prdm1*, *Nanos3*, etc. Indeed, H3K79 methylation has been linked to transcriptional repression in some cases^48–51^, suggesting a context dependent manner for H3K79 methylation on transcriptional regulation. However, as a secondary effect of DOT1Li on activation of PGC genes may exist, future study is needed to investigate whether H3K79me2 also play a repressive role in BiPNT as well as the underlying mechanism.

## Methods

### Mice

129 Sv/Jae and ICR mice were purchased from Beijing Vital River Laboratory, and ΔPE-*Oct4*-GFP (OG2) transgenic allele-carrying mice (CBA/CaJ X C57BL/6 J) were purchased from The Jackson Laboratory. *W/W*^*v*^ mice were provided by Dr. Xiaoyang Zhao. All animal experiments were operated under the Animal Protection Guidelines of Guangzhou Institutes of Biomedicine and Health, Chinese Academy of Sciences, Guangzhou, China.

### EpiSCs derivation and cell culture

Mouse EpiSCs were derived from E5.5 mouse embryos by crossing male homozygous ΔPE-*Oct4*-GFP transgenic allele-carrying (CBA/CaJ X C57BL/6 J) with 129 Sv/Jae female mice, following the described protocols^3,52^. After culturing on feeder for the first 4–8 passages, stable EpiSCs were maintained feeder-free on fetal bovine serum (FBS)-coated dishes in N2B27 + bFGF (15 ng/ml, PeproTech) + Activin A (20 ng/ml, PeproTech) + XAV939 (1 μM, Selleck) (FAX) medium. N2B27 medium comprised equal volume of DMEM/F12 (GIBCO) and Neurobasal (GIBCO), 0.5% N2 (GIBCO), 1% B27 (GIBCO), 1% GlutaMAX (GIBCO), 1% non-essential amino acids (NEAA) (GIBCO) and 0.1 mM β-mercaptoethanol (GIBCO). EpiSCs were dissociated with Accutase (Sigma) and passaged as singular cell with FAX medium in the presence of 5 μM Y27632 (Selleck) at ~20,000 cells in a well of 12-well plate every 3 days. The medium was refreshed daily.

Mouse ESCs were maintained feeder-free on 0.1% gelatin-coated dishes in N2B27 medium supplemented with 2i/LIF medium as described^18^.

### Derivation of EpiSCs from mouse BVSC-ESCs

Mouse BVSC-ESCs were dissociated into single cells using 0.05% Trypsin-EDTA and were plated at a density of 2–5 × 10^4^ in a well of 12-well plate coated with FBS in N2B27-2iL medium. The next day, medium was changed to FAX medium for 3 days and then re-plated at a ratio of 1:10. Cells were passaged with Accutase every 3 days. Experiments were performed between P8 and P20.

### BMP4 induction of EpiSCs into naïve state

Reprogramming of EpiSCs into naïve state was performed with our protocol published previously with minor modification^18^.

### Reagents setup

Stage 1 medium: iCD1 medium^53^ comprised Vitamin C (50 μg/ml, Sigma), bFGF (10 ng/ml), LiCl (5 mM, Sigma), LIF (1000 U/ml, Millipore) and CHIR99021 (1 μM, synthesized in GIBH), with the addition of BMP4 (5–10 ng/ml, R&D Systems), EPZ6438 (1 μM, TargetMol) and EPZ5676 (2.5 μM, TargetMol) or SGC0946 (1 μM, TargetMol). In some experiments, we also added 2 μM Parnate (Selleck).

Stage 2 medium: N2B27-2iL medium comprised N2B27 medium with the supplement of 50 μg/ml Vitamin C, 1 μM PD0325901, 3 μM CHIR99021 and 1000 U/ml LIF.

2. EpiSCs were passaged with Accutase into singular cell and seeded at a density of 5,000 cells per well of 24-well plate coated with FBS in N2B27 + FAX medium with the addition of 5 μM Y27632. Next day, the medium was replaced with Stage 1 medium and changed daily for the first 3 days. The Stage 2 medium was refreshed daily for the last 5 days.

### Flow cytometry

Cells were dissociated with 0.05% Trypsin-EDTA and neutralized with DMEM containing 10% FBS. After the dissociation, cells were collected by centrifugation and resuspended with flow cytometry buffer (DPBS with 0.1% BSA and 1 mM EDTA) at a density of 1 × 10^6^ cells per 100 μl buffer. Cells were then incubated with fluorophore-conjugated antibodies for 30 min at 4 °C. After incubation, cells were washed with DPBS for three times, resuspended with flow cytometry buffer, and filtered with 40 μm cell strainer to remove large clumps of cells. Cells were then analyzed with LSR Fortessa X-20 (BD Biosciences) or sorted with BD FACSAria III (BD Biosciences). The FACS data were analyzed with FlowJo 10.4 software.

The following antibodies were used: APC anti-c-Kit (eBioscience, 17-1171-83,1:200), Alexa Fluor 647 anti-mouse/human CD15 (SSEA-1) (BioLegend, 125607, 1:200), PE anti-mouse/rat CD61 (BioLegend, 104307, 1:500).

### Immunofluorescence

The cells were seeded on coverslips and the fixed with 4% paraformaldehyde for 30 min at room temperature. The cells were washed with PBS once and subsequently soaked in the mixing buffer of equal volume of 0.1% Triton X-100 and 3% BSA for 1 h at room temperature. The cells were washed with PBS once, then incubated with primary antibody at 4 °C for overnight. The cells were washed with PBS five times next day, then incubated with appropriate secondary antibody for 1 h at room temperature. The cells were washed with PBS five times to remove the secondary antibody and counterstained with DAPI for 3 min and washed with PBS once. In the end, the coverslips were mounted on the slide for observation under the confocal microscope (Zeiss 710 NLO). Primary antibodies and secondary antibodies were diluted in 3% BSA. Primary antibodies used in this study were anti-KLF4 (R&D system, AF3158, 1:100), anti-H3K9me2 (Abcam, ab1220, 1:100), anti-H3K27me3 (Merck, 17–622, 1:200), anti-PRDM1 (Invitrogen, 14–5963–82, 1:50), anti-DDX4 (Abcam, ab13840, 1:400), anti-SOX9 (EMD Millipore, AB5535, 1:400), anti-PLZF (Santa Cruz, sc-28319, 1:100), anti-SYCP3 (Abcam, ab15093, 1:400), and anti-γH2AX (Abcam, ab26350, 1:400), anti-PNA (ThermoFisher, L21409, 10 μg/ml).

### Western blot

1 × 10^6^ cells were harvested and lysed with 100 μL lysis buffer which containing 62.5 mM Tris-HCl (pH 6.8), 2% SDS, 10% glycerol, 0.025% bromophenol blue and 50 mM DTT with protease inhibitor cocktail (Roche) on ice for 5 min and boiled for 10 min at 100 °C. The samples were separated by 10–12.5% SDS-PAGE and transferred to a PVDF membrane (Millipore) using a wet transfer system, and then incubated with the primary antibodies and secondary antibodies. The following antibodies were used: anti-H3K9me2 (Abcam, ab1220,1:500), anti-H3K27me3 (Merck,17–622,1:2000), anti-H3 (Abcam, ab1791, 1:2000), anti-H3K79me2 (Active Motif, 39143, 1:1000), anti-PRDM1 (Invitrogen, 14–5963–82, 1:100) and anti-ACTIN (Sigma, A5441, 1:4000).

### Transplantation of the BV^+^SC^+^ cells into Seminiferous Tubules of Neonatal *W/W*^*v*^ Mice

Recipient animals (neonatal [10- to 15-day-old] *W/W*^*v*^ male mice lacking endogenous spermatogenesis) were induced into hypothermic anesthesia on ice. The glass needle with a 40 μm inner diameter was filled with 2 × 10^5^ cell/μL sorted BV + SC + cells and the donor cell suspension (~2 μl) was injected into the efferent duct of recipient *W/W*^*v*^ mice testis. Then the recipient animals were returned to their littermates after surgery and they were sacrificed by anesthesia at 2 months after transplantation and testicular tissue were fixed in 4% paraformaldehyde overnight at 4 °C for Immunofluorescence staining.

### Quantitative RT-PCR

Total RNA was extracted using the TRIzol. cDNA was reversed transcribed by HiScript II Reverse Transcriptase (Vazyme biotech R222-01) from 2 μg of total RNA. Real-time quantitative PCR was performed with ChamQ^TM^ SYBR^®^ qPCR Master Mix (Vazyme biotech Q311-02). Relative expression values were normalized to *Gapdh* and analyzed with Microsoft Excel 2019. Each experiment was operated in technical triplicate. Primers for RT-qPCR were listed in Supplementary Data 1.

### Gene editing in EpiSCs

Knockout EpiSCs lines were obtained by the CRISPR/Cas9 system. Guide RNAs (gRNAs) were designed in website: crispr.mit.edu., and cloned downstream of human U6 promoter of pX330 and pXP (modified from pX330, with the resistance of puromycin). For *Prdm1*, *Gata2*, *Gata3* and *Gata6* knockout, two pairs of gRNAs were designed to delete the critical exons. For establishing *Gata2*-tdTomato reporter, two pairs of gRNAs were used to make cleavages and a tdTomato cassette was targeted into exon1 of *Gata2* by homologous recombination. The gRNAs and linearized donor plasmids were transfected with Lipofectamine 3000 (Thermo Fisher Scientific) in EpiSCs followed the guidance of manufacturer. 1 × 10^5^ cells were resuspended in FAX medium with Y27632 in one plate of the 12-well plate. After 8–10 h, the medium was changed with fresh FAX medium. Forty-eight hour post transfection, the cells were selected with puromycin for 3 days and 1000 cells were seeded on one well of the 6-well plate for colony formation. Singular colony were picked up and evaluated by genotyping. Primers for gRNAs were listed in Supplementary Data 2.

### Bisulfite sequencing

The genomic purification kit (Promega) was used to isolate genomic DNAs, and EpiTect Bisulfite Kit (QIAGEN) was used to perform the bisulfite reactions. LA Taq (TaKaRa) was used to amplify differentially methylated regions of *Snrpn*, *H19*, *Peg1*, and *Peg3*. The PCR products were subcloned into the pMD-18T vector (TaKaRa), and then sequenced. The results were analyzed in quma.cdb.riken.jp. Primers were listed in Supplementary Data 3.

### RNA-seq and data analysis

Total RNA was isolated. Sequencing libraries were prepared according to the VAHTS^TM^ mRNA-seq V3 Library Prep Kit for Illumina® (NR611-01/02, Vazyme) and sequenced using a NextSeq 500 High Output Kit V2 (75 cycles) (FC-404–1005, Illumina).

RNA-seq was proceeded as previously described^18^. Briefly, sequenced reads were aligned to the GENCODE annotations transcriptome (M13) using Bowtie2 (version 2.2.5)^54^ and RSEM (version 2.4.1)^55^, and normalized using EDASeq (version 2.4.1)^56^. Differentially expressed genes were obtained using DESeq2 (version 1.22.1)^57^ with *P*-value < 0.05 and fold change > 2 as a threshold. Gene ontology analysis was performed using goseq (version 1.22.0). PCA was performed using function prcomp.

### ATAC-seq

ATAC-seq was executed as previously described^18^. Briefly, a total of 50,000 cells were washed with 50 μL cold PBS once, then centrifuged for 5 min at 500 g at 4 °C, then resuspended in 50 μL lysis buffer (10 mM Tris-HCl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_, 0.2% (v/v) IGEPAL CA-630) and incubated at 4 °C for 10 min. The suspension of nuclei was centrifuged for 5 min at 500 g at 4 °C, followed by the addition of 50 μL transcription reaction mix (10 μL 5X TTBL, 5 μL TTE Mix V50, and 35 μL nuclease-free H_2_O) of TruePrep ^TM^ DNA Library Prep Kit V2 for Illumina® (TD501–503, Vazyme biotech) and incubated at 37 °C for 30 min. DNA fragments were purified by MinElute Kit (QIAGEN). ATAC-seq libraries were amplified by 13 cycles of amplification according to the TruePrep ^TM^ DNA Library Prep Kit V2 for Illumina® (TD501–503, Vazyme biotech), then the libraries were purified by a Qiaquick PCR (QIAGEN) column. Library concentration was detected by a VAHTS ^TM^ Human Genomic DNA Quantification and QC Kit (NQ201, Vazyme biotech) according to the manufacturer’s instructions. The concentration of ATAC library peaks was measured with Real-Time Quantitative PCR by detecting the differential expression of housekeeping gene (GAPDH) and negative genes. In the end, the ATAC library was sequenced on a NextSeq 500 using a NextSeq 500 High Output Kit V2 (150 cycles) (FC-404–2002, Illumina) according to the manufacturer’s instructions.

### ChIP-seq and data analysis

ChIP assay was carried out as previously described^58^. The cells were crosslinked with 1% formaldehyde for 10 min and then quenched by adding 125 mM glycine. Chromatin samples were lysed with lysis buffer (20 mM Tris-HCl, pH 8.0, 500 mM NaCl, 1 mM EDTA, 1% Triton X-100 and 0.1% SDS) and sonicated with Qsonica. Histone specific antibody was incubated with chromatin samples overnight at 4 °C. Antibodies used were as follows: H3K79me2 (Active motif, 39143), H3K27me3 (CST, 9733 S). About 5 × 10^5^ cells were used for each ChIP. We used 0.5 µg spike-in antibody (Active motif, 61686) and 25 ng spike-in chromatin (Active motif, 53083) in this ChIP assay according to the manufacturer’s guidelines. The protein-DNA complexes were immobilized on 15 µl protein A/G beads (Smart lifesciences, SA032005) and then washed three times with lysis buffer, twice with low salt buffer (10 mM Tris-HCl, 250 mM LiCl, 1 mM EDTA, 0.5% NP40, 0.5% Na-deoxylcholate) and once with TE buffer (10 mM Tris-HCl, pH 8.0). Decrosslinking was carried out in elution buffer (50 mM Tris-HCl, pH8.0, 10 mM EDTA, and 1% SDS) at 65 °C for at least 5 h. Proteinase K and RNase A digestions were performed at 55 °C for 1 h. DNA samples were purified with PCR extraction kit (QIAGEN, 28006). DNA samples were analyzed using real-time PCR and prepared for deep sequencing according to the manufacturer’s guidelines (Vazyme, ND607). Finally, libraries were pooled and sequenced on the Illumina NovaSeq 6000 sequencer with paired-end sequencing.

ChIP-seq data analysis were performed as previously described^18^. In brief, Sequenced reads were aligned to the mouse reference genome (mm10) using Bowtie2^54^ with default parameters. Reads that mapped to mitochondrial DNA or unassigned sequences were discarded. For paired-end sequencing data, only concordantly aligned pairs were retained. Peaks were called using MACS2 (version 2.1.2)^59^ with the default parameters. Alignment BAM files were transformed into read coverage files (bigWig format) using deepTools (version 2.5.4)^60^ using the RPKM normalization method.

### Single-cell sequencing

Cells at different induction time points of BiPNT were collected and resuspended in DPBS with 0.04% BSA. Then, cells suspensions (500–1000 cells per microliter) were loaded on a Chromium Single Cell Controller (10x Genomics) to obtain single-cell gel beads in emulsion (GEMs) by using Single Cell 3' Library and Gel Bead Kit V2 (10x genomics, 120237). Captured cDNAs were lysed and the released RNA were barcoded through reverse transcription in singular GEMs. Barcoded cDNAs were pooled and cleaned by DynaBeads® MyOne Silane Beads (Invitrogen, 37002D). Single-cell RNA-seq libraries were prepared by Single Cell 3' Library Gel Bead Kit V2 (10x Genomics, 120237) following the manufacturer’s instruction. Sequencing was operated on an Illumina HiSeq X Ten with pair end 150 bp (PE150).

### Single-cell RNA-seq data analysis

Fastq reads were aligned to the genome using STARsolo^61^ with the setting '--outSAMattributes NH HI AS nM CR CY UR UY --readFilesCommand zcat --outFilterMultimapNmax 100 --winAnchorMultimapNmax 100 --outMultimapperOrder Random --runRNGseed 777 --outSAMmultNmax 1'. The count matrix was lightly filtered to exclude cell barcodes with low numbers of counts: Cells with <1000 UMIs, <500 genes or >20% fraction of mitochondrial counts were removed. The filtered matrix was normalized using scran^62^. The top 4000 most highly variable genes were used for PCA, and the first 50 PCs (principle components) were used for downstream analysis with SCANPY^63^. Single-cell trajectory was analyzed by Harmony^25^ and the top 1000 highly variable genes were used for PCA, and the force-directed layout was computed using first 150 PCs. The genes expression trajectories on pseudotemporal orderings of cells (Fig. 3a) were analyzed by LineagePulse (https://github.com/YosefLab/LineagePulse) according to the pseudotime generate from Harmony. The *Prmd1* KO and WT scRNA-seq data batch effect was corrected by Seurat^64^.

### Statistics and reproducibility

No statistical method was used to predetermine the sample size. The experiments were not randomized. The investigators were not blinded to allocation during the experiment and outcome assessment. Data are presented as mean ± s.d. *P*-values were calculated using two-tailed unpaired Student’s *t*-tests with GraphPad Prism 6. *P* < 0.05 was considered to be statistically significant; *P < 0.05, **P < 0.01, ***P < 0.001. The exact *P*-values are indicated in relevant figures. The statistical test, numbers for sample sizes, and independent experiments are indicated in the figure legends.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Reporting Summary

## Data Availability

The scRNA-seq, RNA-seq, ATAC-seq, and ChIP-seq data generated in this study have been deposited in the Gene Expression Omnibus (GEO) database under accession code GSE147088 Source data are provided with this paper. The source data underlying Figs. 2j, 3d, f, 4c, 5f, 6a, b, k, 7e and Supplementary Figs. 3b, 4a, 5d, i, 6a, c–e, k, 7d, f are provided as a Source Data file. The authors declare that all data supporting the findings of this study are available within the article and its supplementary information files or from the corresponding author upon reasonable request.

## Source data

Source Data

# Supplementary material for: BMP4 drives primed to naïve transition through PGC-like state
**Source:** Nat Commun. 2022 May 19;13:2756. doi: 10.1038/s41467-022-30325-4
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Primers for RT-qPCR used in this research.

File Name: Supplementary Data 2

Description: Primers for CRISPR/Cas9 used in this research.

File Name: Supplementary Data 3

Description: Primers for Bisulfite Sequencing used in this research.

How the deposited data were processed for this re-analysis (not part of the article)

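Bulk RNA-seq libraries of the study were analysed: 2 of Day 3 *c-Kit*+ cells, 2 of Day 3 *c-Kit*- cells, 3 of EpiSCs, 2 of Day 6 BV+SC+ cells, and 1 each of Day 3 cells with and without DOT1Li (SGC0946). Conditions and replicate numbers were taken from the sample labels and the paper. The scRNA-seq, ATAC-seq and ChIP-seq samples were not analysed here.

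The authors aligned the reads of each library to a transcriptome with Bowtie2 and estimated expected counts per gene with RSEM, and the deposited expected counts are not normalized between libraries. The TPM were computed by RSEM from the expected count and effective length of each gene, and the authors deposited them in the same files. Replicates were not pooled. The files of the sorted Day 3 cells list 50600 genes and the other files list 29267, so differential expression was tested within an experiment, and comparisons between these sets are given in the closing section only. The methods name a kit for mRNA libraries on a NextSeq, while the labels of the EpiSC, BV+SC+ and DOT1Li libraries name total RNA without ribosomal RNA on a HiSeq. Symbols, gene types, coordinates, GC content and transcript lengths were taken from the GENCODE M21 annotation of GRCm38, which gave a symbol to 99.56% of the identifiers in the first set of files and 98.25% in the second. The release named in the methods was not used here. The labels of the EpiSC, BV+SC+ and DOT1Li libraries share 1 protocol text, in which BV+SC+ cells are induced with EPZ5676, another DOT1L inhibitor, and EPZ6438, an EZH2 inhibitor, while the libraries with and without DOT1Li were read from their titles.

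Depth ranged from 1726038 to 1841442 expected counts in the libraries of the sorted cells, from 2444211 to 3070115 in EpiSCs and from 14778809 to 18099059 in BV+SC+ cells, and was 4776143 and 4577685 in the DOT1Li libraries. A group whose libraries all had at most 3 counts on a gene was taken as at the floor, and folds against it were computed against 3 counts and given as lower bounds. Each pair of replicates was checked for a library present more than once by a chi-square comparison of its counts, and no pair had identical values or a difference within sampling noise. Genes that share at least 98% of the sequence over at least 75 bases of their transcript with another gene were found with BLAST+ 2.17.0. RSEM can divide reads between such copies, so the values of all of them are uncertain. Most of the larger shares are noted beside a value of the gene. Others are not, such as 45.2% of *Hoxd4* with *Gm28230*, 8.8% of *Hoxc10* with *Hoxc5* and 3.1% of *Gata3* with *Gm13256*.

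Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr, TMM factors, and the quasi-likelihood test (glmQLFit and glmQLFTest). The standard error of an edgeR log2 fold change is its size divided by the square root of the F statistic of that test. *c-Kit*+ cells were compared with *c-Kit*- cells, and BV+SC+ cells with EpiSCs, each in a model of their own groups. Genes were called at a P-value under 0.05 with a fold change over 2, the threshold of the methods, with the P-value taken as unadjusted. For the adjusted numbers, p-values were adjusted by the Benjamini-Hochberg method. PCA was computed with prcomp on log2 CPM with a prior count of 2. Neither the paper nor the labels state that same-numbered libraries are pairs: the numbers come from the sample labels, and a model with the replicate number as a block was fitted beside the model without it.

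For the DOT1Li libraries the log2 ratio of TPM + 1 was taken for genes with TPM over 1 in at least 1 library, with 1000 draws for the counting error of each gene. The median of a list of genes was set among 10000 random lists of the same size, matched on expression in 20 bins, as a description of these libraries. These steps, and the tests on lists of genes, used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1, and plots were drawn with Matplotlib 3.10.9.

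The genes named in the text come from those the paper names for an RNA-seq experiment and those it measured by RT-qPCR in populations of the same name. *Kit* and *Dot1l*, and the 5 largest increases and 5 largest decreases of each experiment, were added. The largest changes, ordered by log2 fold change, were taken from genes with a symbol, past the threshold and with a mean TPM of at least 5, changed the same way in both replicate pairs of the sorted cells or without overlap between BV+SC+ cells and EpiSCs. This rule left 2313 of 2693 called genes in the sorted cells, 3126 of 4122 in BV+SC+ cells and EpiSCs, and 413 of 1373 in the DOT1Li libraries. Further genes named in the observations were chosen after their values were seen. Another item is not reported here.

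The alternatives were DESeq2 1.42.0, RLE factors, no filter on low counts, at least 10 counts in every library, offsets for effective length and for GC content (loess with a span of 0.3), the replicate block with and without the GC offset, an adjusted threshold, protein-coding genes only, and each replicate left out in turn. For the DOT1Li libraries they were a pseudocount of 0.1 TPM, rescaling by TMM factors, CPM, TPM over 1 in both libraries, TPM over 5, and no filter.

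The tests were checked on simulated data. With a 4-fold change set in 200 genes, the test of the sorted populations called 99.5% of the 197 changed genes it kept and 0.83% of the unchanged genes, among 10732 genes. The test of BV+SC+ cells and EpiSCs called 99.5% of its 200 changed genes and 0.86% of the unchanged genes, among 11422. For the DOT1Li design, a list of 200 genes raised by 4-fold among 14038 had a median log2 change of 1.91 at percentile 100.0, and a control list had -0.011 at percentile 76.6.

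GO analysis was not repeated, since the gene sets behind it were not used here. The published PGCLC and PGC libraries of Fig. 4a were not analysed here either.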

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

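The tests in this part were chosen after the result was seen.

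*Xist* and the genes of the Y chromosome, which the paper does not discuss, stood out because they divide the libraries by experiment. *Xist* had at least 37.2 TPM in each of the 4 libraries of sorted Day 3 *c-Kit*+ and *c-Kit*- cells and at most 1.83 TPM in the 7 EpiSC, BV+SC+ and DOT1Li libraries. *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together had at least 87.7 TPM in each of those 7 libraries and at most 0.68 TPM in the 4 libraries of sorted cells. The genes are not missing from a gene list, since all 4 Y-linked genes are listed in the files of the sorted cells. Depth does not account for it: at the lowest share of counts in the other libraries, at least 199 counts would be expected on these genes in each library of sorted cells, and between 0.0 and 4.0 were found. A mixture of male and female cells in the sorted samples is not what these values show either, since the Y-linked genes reached at most 0.55% of their mean in the other libraries. A candidate explanation is that the sorted cells came from another EpiSC line than the rest, one without an active Y chromosome. The methods describe EpiSCs from ΔPE-*Oct4*-GFP embryos and EpiSCs made from BVSC ESCs, and name the sex of neither. The explanation is a hypothesis: the line of each library was not tested, a mislabelled sample was not tested, and the sets also differ in their lists of genes and possibly in library preparation. No biological explanation was tested. Any difference between the sorted cells and the other libraries can therefore also reflect the line.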

How the results depend on the processing

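Apart from thinning the BV+SC+ counts, which was chosen after the data were seen, the settings below and the lists of *c-Kit*+ and *c-Kit*- genes were fixed before the data were examined. Where a number moved, the cause was not tested unless a value is given.

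For the sorted Day 3 cells, a minimum of 10 counts in every library gave 710 genes higher in *c-Kit*+ cells and 998 higher in *c-Kit*- cells, against 1195 and 1498. With DESeq2, 2755 genes had an adjusted p-value under 0.05, against 4574. Without a filter, 1840 genes were higher in *c-Kit*- cells. Over the remaining settings, the genes higher in *c-Kit*+ cells numbered from 981 (DESeq2) to 1429 (no filter) and those higher in *c-Kit*- cells from 1330 (DESeq2) to 1528 (RLE factors). With the replicate number as a block and the GC content offset, 1159 genes were higher in *c-Kit*+ cells, 1425 were higher in *c-Kit*- cells and 5204 had an adjusted p-value under 0.05, and of the first 2 numbers 964 and 1270 were also called in the model without both. With either replicate of a population left out, 1 library remains, so no genes were counted. The 25 genes named for this comparison kept their direction in every setting that gave them a value, and their side of the threshold wherever a test was possible, but 6 of the 25 alone had a value with at least 10 counts in every library. Where leaving out a replicate leaves 1 library and no test, 10 values moved by more than the spread between replicates. Where a test was possible, size was not compared with that spread, and it moved too: *Pou5f1* from 4.34 to 4.70 with the GC content offset.

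For BV+SC+ cells against EpiSCs, 3089 genes were higher in BV+SC+ cells without a filter and 1169 with at least 10 counts in every library, against 2023. With each EpiSC replicate left out, from 2314 to 2326 genes were higher in BV+SC+ cells, from 2105 to 2141 higher in EpiSCs, and from 5482 to 5712 had an adjusted p-value under 0.05. Same-numbered libraries had a correlation of -0.0282 over 5744 genes in this comparison, and with the replicate number as a block 2281 genes were higher in BV+SC+ cells, 2197 in EpiSCs, and 5696 had an adjusted p-value under 0.05. The block leaves out EpiSC replicate 3, which has no partner, and the same libraries without the block gave 2326, 2141 and 5482, so the block itself moved these numbers little. With the block and the GC content offset these numbers were 2343, 1983 and 5584. With the BV+SC+ counts thinned to the median EpiSC total, the median of 10 draws was 1929 genes higher in BV+SC+ cells and 2114 higher in EpiSCs, so the difference in depth limits these counts little. *Klf4* changed direction without EpiSC replicate 1, from a log2 fold change of -1.32 to 0.45 (standard error 0.697), and ranged from -2.66 to 0.45 with each library left out. Without a filter its value of -1.28 passed the threshold, with a standard error of 0.298 against 0.955 (edgeR adjusted p = 7.98e-05 against 0.2695). The other named genes kept their direction and their side of the threshold wherever a test was possible. For genes at the floor in a group, such as *Prdm14*, *Tbx3* and *Dppa3* in EpiSCs, the log2 fold change follows how the lowest counts are handled and is not read as a size. With a BV+SC+ replicate left out, which allows no test, 11 values moved by more than the spread between replicates, all of genes at the floor in a group.

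In the PCA, PC1 held 86.9% of the variance on log2(TPM + 1), 94.3% with the 1000 most variable genes, 66.8% with genes scaled to unit variance and 78.2% without a filter, against 89.1%. With each library left out it held from 88.1% to 90.4%.

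For the DOT1Li libraries, no paired analysis was possible because each condition has 1 library. CPM gave 558 genes higher and 163 lower, TPM over 1 in both libraries 374 and 181, and TPM over 5 in at least 1 library 391 and 187, against 889 and 484. Of the changed genes, 77.4% were higher with CPM and 64.7% with TPM. A filter on any count gave the same 889 and 484, since no gene under the TPM minimum can pass the limit. The HOX median of -1.36 moved to -1.53 with a pseudocount of 0.1 TPM and stayed below -1.3 in every other setting. The median of genes higher in *c-Kit*+ cells, 0.15, was 0.1188 with TMM rescaling, 0.1761 with CPM and 0.1363 with TPM over 5, and the median of genes higher in *c-Kit*- cells, -0.07, was -0.0968, -0.0396 and -0.0935. Both medians kept their direction in all settings. Of 144 values for 48 named genes under 3 settings, 17 moved by more than the counting error, 8 with CPM and 9 with a pseudocount of 0.1 TPM. Depth limits most the genes with few counts here: of the 889 and 484 genes, 641 and 286 have a counting error that leaves out 0.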

Differences from the paper's values

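With DOT1Li, 889 genes were higher and 484 were lower by more than 2-fold, against the paper's 330 and 128. Of the alternatives set before the data were examined, TPM over 1 in both libraries gave 374 higher and 181 lower, and TPM over 5 in at least 1 library gave 391 and 187, all within 1.5 times the paper's numbers. CPM gave 163 lower genes, within 1.5 times the paper's number, and 558 higher genes, which is not. A pseudocount of 0.1 TPM (1245 and 713), rescaling by TMM factors (869 and 512) and no filter (889 and 484) did not close either gap. The number of genes not past the limit, 12665, lies within 1.5 times the paper's about 11000 in Fig. 6c, read by eye.

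The paper counts *Prdm1* among the genes upregulated by DOT1Li, and *Hoxc8*, *Hoxd9* and *Gata3* among those downregulated, and Fig. 6c marks *Sox2* as upregulated. Here their log2 changes were 0.93, -0.89, -0.81, -0.93 and 0.80, in the paper's direction and under the limit of 1 in the legend. None of the scales or pseudocounts tried brought any of them past the limit: the values farthest from 0 were 0.95 for *Prdm1*, -0.93 for *Hoxc8*, -0.85 for *Hoxd9*, -0.97 for *Gata3* and 0.82 for *Sox2*.

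In Fig. 3d the paper shows *Klf4* by RT-qPCR as higher in Day 6 BV+SC+ cells than in EpiSCs. Its text draws on the comparison with naïve cells, where the RT-qPCR log2 difference of BV+SC+ cells from ESCs was -3.50. That comparison was not made here. In the RNA-seq libraries the log2 fold change of *Klf4* against EpiSCs was -1.32, with an edgeR adjusted p of 0.2695. Among the settings tried, it was above 0 in the one without EpiSC replicate 1, at 0.45 (edgeR adjusted p = 0.63). Without a filter on low counts it was called lower in BV+SC+ cells, at -1.28 (edgeR adjusted p = 7.98e-05), against the direction of the RT-qPCR. No setting called it higher. The labels name 2iJi and GK15 medium for the BV+SC+ libraries, which had 2.85 and 9.73 TPM of *Klf4*, while the paper describes 2iL. A difference in medium from the RT-qPCR cells is therefore not excluded.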

Other observations

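Apart from the lists of genes higher in *c-Kit*+ or *c-Kit*- cells, the tests in this part were chosen after the pattern they concern was seen.

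Genes higher in *c-Kit*+ cells rose slightly with DOT1Li at Day 3, which the paper does not report. Over 1120 of these genes, the median log2 change was 0.15 (95% interval for counting error 0.14 to 0.18), at percentile 100.0 of 10000 random lists matched on expression. Of these genes, 729 rose and 391 fell, 150 rose by more than 2-fold and 13 fell by more than 2-fold. Over 1436 genes higher in *c-Kit*- cells the median was -0.07 (interval -0.09 to -0.05), at percentile 0.0, and 619 rose and 815 fell. Past 2-fold, however, 42 of these genes rose and 21 fell, against the direction of the median. GC content and gene length do not account for the rise, since the median stayed at percentile 100 among random lists matched on either one. A larger share of *c-Kit*+ cells with DOT1Li was tested by *Kit*, which rose by 0.23, at percentile 56 of the list and above the limit set for the test. That limit was lenient, since a larger share would raise the genes most specific to *c-Kit*+ cells most and alike. *Pou5f1*, with a log2 fold change of 4.34 between the populations against 5.28 for *Kit*, rose by 3.01, *Klf2*, with 1.16, rose by 2.88, and *Hoxa9*, with 0.0 TPM in both *c-Kit*- libraries, fell by 2.45. These 3 genes were picked after their changes were seen, so a larger share is neither shown nor excluded. The rise rests on 1 library per condition, and the list was made from cells that may be of another line.

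The number of genes past a 2-fold change with DOT1Li contains counting error. When the pooled counts of each gene were divided between the libraries at random, a mean of 425.4 genes over 100 divisions passed the limit, against 1373 found. Among genes with a mean TPM of at least 5, with or without a symbol, the mean was 37.0 against 418. Variation between libraries could not be tested with 1 library per condition, so changes of single genes cannot be told apart from it.

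X-linked genes were slightly higher in *c-Kit*+ than in *c-Kit*- cells, with a median log2 fold change of 0.19 over 388 genes. That was percentile 99.97 of random lists matched on expression, drawn from autosomal and X-linked genes together. With lists matched also on GC content the percentile was 88.14, and with lists matched on gene length it was 99.99. No autosome had a median as far from its random lists, 0 of 19, but the largest distance was 0.14, on chromosome 18, against 0.16 for the X chromosome. Against their own 1000 random lists, chromosomes 11, 4 and 18 lay at percentiles 0.0, 0.5 and 99.2, so autosomes are shifted too. With the GC content offset, the median of X-linked genes exceeded that of autosomal genes by 0.04, against 0.17 without it. GC content may therefore account for most of the shift, and an effect of the X chromosome itself is not shown. *Xist* had a log2 fold change of 0.31 (edgeR adjusted p = 0.5157).

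The paper's RT-qPCR values, from its Source Data, were set beside the RNA-seq of populations with the same names on the log2 scale. For BV+SC+ cells the medium may differ: the labels of the RNA-seq libraries name 2iJi and GK15, and the paper describes 2iL. For *c-Kit*+ against *c-Kit*- cells (Fig. 2j), the paper's RT-qPCR differences were 3.17 for *Prdm1*, 6.23 for *Dppa3*, 7.64 for *Nanos3*, 2.89 for *Ifitm1*, 2.04 for *Ifitm3*, -4.54 for *Plac1* and -3.998 for *Gata2*. The RNA-seq values were 4.77 for *Prdm1*, 3.29 for *Ifitm1*, 2.44 for *Ifitm3*, -4.40 for *Plac1* and -3.52 for *Gata2*, and *Dppa3* and *Nanos3*, with a population at the floor, were at least 19.0-fold and 15.3-fold higher. For BV+SC+ cells against EpiSCs (Fig. 3d), the paper's differences were 7.36 for *Prdm1*, 12.51 for *Prdm14*, 9.03 for *Tfap2c*, 14.58 for *Dppa3*, 8.59 for *Tbx3* and 3.95 for *Klf4*. By RNA-seq, *Prdm1* had a log2 fold change of 7.55 (standard error 0.226), and *Prdm14*, *Tfap2c*, *Dppa3* and *Tbx3* were at least 52.8-fold, 277-fold, 390-fold and 5.7-fold higher in BV+SC+ cells, while *Klf4* had -1.32. *Dnmt3a*, *Dnmt3b* and *Uhrf1*, which the paper measured by RT-qPCR in Supplementary Fig. 4a, had RNA-seq log2 fold changes of -1.60, -4.48 and -1.30 (edgeR adjusted p = 0.00015, 4.65e-05 and 5.75e-05). Their standard errors were 0.164, 0.354 and 0.108, and *Dnmt3b* ranged from -5.23 to -3.99 with each library left out. *Uhrf1* shares 44.3% of its transcript with *Gm5648*. Of the 9 genes the paper measured in BV+SC+ cells, 8 had an adjusted p-value under 0.05, over all genes and over these genes alone. For SGC0946 at Day 3 (Fig. 6b), the paper's differences were 1.37 for *Prdm1*, 3.15 for *Dppa3*, 3.39 for *Nanos3*, -0.03 for *Gata2* and -0.09 for *Plac1*, and the RNA-seq changes were 0.93 for *Prdm1*, -0.21 for *Gata2* and -0.16 for *Plac1*, with *Dppa3* and *Nanos3* at the floor without DOT1Li and at least 5.09-fold and 10.7-fold higher with it.

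The BV+SC+ libraries differ from each other in genes of other states. *Otx2*, a gene of primed cells, had 4.29 TPM in replicate 1 and 47.5 TPM in replicate 2, while *Krt8*, *Gata2* and *T* had 51.1, 15.2 and 13.8 TPM in replicate 1 and 12.9, 4.16 and 1.38 TPM in replicate 2. EpiSC-like cells in the replicate 2 sample would give much the same share for each EpiSC gene. The minimum of expression for these genes and the use of the 25th percentile were decided while the test was made, not beforehand. Over 498 genes higher in EpiSCs, the implied share had a 25th percentile of -4.722%, a median of -0.146% and a 75th percentile of 5.62%, and was 55.2% for *Otx2*, 4.1% for *Fgf5* and 3.73% for *Dnmt3b*. Such a mixture does not account for *Otx2*, while a small share of EpiSC-like cells is not excluded. Trophoblast-like cells in the replicate 1 sample are not shown either: the median log2 ratio of replicate 1 to replicate 2 over 1219 genes higher in *c-Kit*- cells was 0.12 against 0.09 for random lists, at percentile 97.16, just under the limit set for the test, so a small share of such cells is not excluded. A difference between the culture media named in the labels may account for the pattern, and with 1 library per medium it cannot be told apart from any other difference between the samples.

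*Klf2* and *Klf4* were higher in EpiSC replicate 1, with 48.9 and 40.4 TPM, than in replicates 2 and 3, with at most 6.31 and 7.55 TPM. A list of 15 immediate-early genes had a median log2 ratio of 1.52 in replicate 1 over the other replicates, at percentile 100 of random lists matched on expression, and all 15 were higher. Naïve cells in that sample are not what the values show, since *Esrrb*, *Zfp42*, *Dppa3*, *Dppa5a* and *Tbx3* reached at most 0.26% of their mean in BV+SC+ cells. An immediate-early response, as handling of cells can evoke, is therefore a candidate explanation for the *Klf4* level of this library. The labels give a passage for replicates 2 and 3 and another kind of code for replicate 1. Another difference of that culture is therefore not excluded.

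The Day 3 libraries with and without DOT1Li hold genes far above both sorted Day 3 populations. If unsorted cells were a mixture of *c-Kit*+ and *c-Kit*- cells alone, hardly any gene would exceed both, yet 265 of 21251 protein-coding genes were over 4-fold above both with DOT1Li and 313 without, 205 of them in both. How many genes to allow under such a mixture, 50, was also decided while the test was made. *Vim* had 1505.52 and 1588.95 TPM with and without DOT1Li and at most 83.6 TPM in a library of sorted cells, and *Snai2* had 50.6 and 65.8 against at most 0.97 TPM. Of the 265 genes, 13.2%, 35 in number, were also over 4-fold above the sorted cells in all 5 EpiSC and BV+SC+ libraries, which use the same gene list as the DOT1Li libraries. That test of the gene list is limited, since a gene that those cells express less would not pass it: *Vim*, at 96.2 to 441.94 TPM there, did not. The largest of these differences, *Gm15013*, *Gm5148* and *Gm6133* at 2378.04, 1282.8 and 716.76 TPM with DOT1Li and 0.0 in the sorted cells, may come from the gene list. Gene list, cell line, culture and library preparation cannot be told apart here.

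Deeper sequencing of the BV+SC+ libraries does not account for the number of genes that differ from EpiSCs. With the BV+SC+ counts thinned to the median EpiSC total, 4038 genes were called in either direction (median of 10 draws), against 4122 with all counts.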
